# Epithelial SCAP/INSIG/SREBP Signaling Regulates Multiple Biological Processes during Perinatal Lung Maturation

**DOI:** 10.1371/journal.pone.0091376

**Published:** 2014-05-07

**Authors:** James P. Bridges, Angelica Schehr, Yanhua Wang, Liya Huo, Valérie Besnard, Machiko Ikegami, Jeffrey A. Whitsett, Yan Xu

## Abstract

Pulmonary surfactant is required for lung function at birth and throughout postnatal life. Defects in the surfactant system are associated with common pulmonary disorders including neonatal respiratory distress syndrome and acute respiratory distress syndrome in children and adults. Lipogenesis is essential for the synthesis of pulmonary surfactant by type II epithelial cells lining the alveoli. This study sought to identify the role of pulmonary epithelial SREBP, a transcriptional regulator of cellular lipid homeostasis, during a critical time period of perinatal lung maturation in the mouse. Genome wide mRNA expression profiling of lung tissue from transgenic mice with epithelial-specific deletions of *Scap* (*Scap^Δ/Δ^*, resulting in inactivation of SREBP signaling) or *Insig1* and *Insig2* (*Insig1/2* ^Δ/Δ^, resulting in activation of SREBP signaling) was assessed. Differentially expressed genes responding to SREBP perturbations were identified and subjected to functional enrichment analysis, pathway mapping and literature mining to predict upstream regulators and transcriptional networks regulating surfactant lipid homeostasis. Through comprehensive data analysis and integration, time dependent effects of epithelial SCAP/INSIG/SREBP deletion and defined SCAP/INSIG/SREBP-associated genes, bioprocesses and downstream pathways were identified. SREBP signaling influences epithelial development, cell death and cell proliferation at E17.5, while primarily influencing surfactant physiology, lipid/sterol synthesis, and phospholipid transport after birth. SREBP signaling integrated with the Wnt/β-catenin and glucocorticoid receptor signaling pathways during perinatal lung maturation. SREBP regulates perinatal lung lipogenesis and maturation through multiple mechanisms by interactions with distinct sets of regulatory partners.

## Introduction

Pulmonary surfactant forms mono- and multilayer films that line the alveolar surface, reducing the surface tension created at the air-liquid interface to ensure proper inflation and function of the lung. Qualitative and quantitative defects in the surfactant system are associated with common pulmonary disorders including neonatal respiratory distress syndrome (RDS), bronchopulmonary dysplasia (BPD) and acute respiratory distress syndrome (ARDS) in children and adults. Mutations in genes critical for surfactant production or function, including surfactant proteins A (*SFTPA*), B (*SFTPB*) and C (*SFTPC*), and *ABCA3* are associated with chronic lung disease in humans and mice [1], .

Surfactant is a protein-lipid complex comprised of 90% lipid and 10% surfactant-associated proteins. Phospholipids represent 70–80% of the surfactant by weight, of which 45% is represented by disaturated phosphatidylcholine (SatPC) [3]. Transcriptional induction of pathways regulating lipid synthesis and surfactant proteins occurs during the later stages of perinatal lung maturation and is required for respiratory function at birth; thus, alveolar lipid and surfactant pool size requires precise regulation to ensure proper adaptation to the transition to air breathing.

Sterol regulatory element-binding proteins (SREBPs) are master transcriptional regulators of cellular lipid homeostasis active in multiple tissues. Three distinct SREBP isoforms, SREBP-1a, -1c and -2, are encoded by two genes (*Srebf1 and Srebf2*). In general, SREBP-1a and SREBP-1c regulate fatty acid synthesis while SREBP-2 regulates cholesterol synthesis [4], [5]. When intracellular cholesterol levels are abundant, SREBP proteins are held in an inactive form in the endoplasmic reticulum (ER) complexed to the sterol-sensing protein SCAP (SREBP cleavage-activating protein) and the ER-resident proteins INSIG1 and INSIG2. In sterol-depleted cells, INSIG1/2 dissociate from SCAP and the SREBP-SCAP complex is transported to the Golgi where the active form of SREBP is generated and released from the membrane by two sequential proteolytic cleavages by Site-1 and Site-2 proteases [6], [7]. The active form of SREBP enters the nucleus where it regulates transcription of target genes.

Lipogenesis is critical for the synthesis of pulmonary surfactant by type II cells. Phospholipid synthesis in type II cells was markedly increased shortly before birth in preparation of air breath. SREBP-1c is expressed in the developing lung and its expression increases during late gestation, in association with increased surfactant lipid synthesis [8]. SREBP-1c activates PCYT1A [9]–[11], the rate-limiting enzyme for phosphatidylcholine (PC) synthesis, thereby increasing PC synthesis in type II cells. Our recent studies showed that deletion of *Scap* in the adult mouse lung inhibited SREBP activity in respiratory epithelial cells, resulting in altered pulmonary lipid homeostasis associated with compensatory lipid synthesis and accumulation in lipofibroblasts [12]. Conversely, deletion of the *Insig1* and *Insig2* genes (*Insig1/2^Δ/Δ^*) activated SREBP-mediated lipogenesis in respiratory epithelial cells resulting in lipotoxicity-related lung inflammation and tissue remodeling in adult mice [13]. Transcriptional network modeling revealed that SREBP is an important regulatory hub in a lung lipid transcriptional network [14]. Collectively, data from both bioinformatic and mouse models demonstrated important roles for the SREBP signaling in lung lipid homeostasis.

This study was designed to further define the dynamic roles of SREBP in perinatal lung development using integrative approaches. Through comprehensive data analysis and integration, we identified early vs. late effects of epithelial SCAP/INSIG/SREBP signaling and defined SCAP/INSIG/SREBP-associated genes, bioprocesses and downstream pathways. We show that SREBP signaling influences epithelial development, cell death and cell proliferation at E17.5, while primarily influencing surfactant physiology, lipid/sterol synthesis, and phospholipid transport at PN1. In addition to regulation of the lipogenesis program that was dominant during the later stages of lung development, our study demonstrates clear cross-talk between the SCAP/INSIG/SREBP pathway and two other signaling pathways important for lung development and maturation, specifically Wnt/β-catenin and glucocorticoid receptor signaling.

## Materials and Methods

This study was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All study protocols were approved by the Institutional Animal Care and Use Committee of the Cincinnati Children's Hospital Research Foundation (Permit Number: 2C12114). All microarray data are MIAME compliant and submitted to GEO (http://www.ncbi.nlm.nih.gov/geo/).

### Transgenic Mice

*Scap^flox/flox^* mice containing a loxP-flanked neomycin resistance cassette located 3 kb upstream of exon 1 and an additional loxP site in intron 1 were obtained from Jackson Laboratory (Bar Harbor, ME). Epithelial-specific, conditional *Scap* knockout mice, termed *Scap^Δ/Δ^*, were generated crossing *Scap^flox/flox^* mice with: 1) mice that express rtTA protein in the respiratory epithelium (*SP-C-rtTA^−/tg^*); and 2) tetO-Cre recombinase mice (*(tetO)_7_CMV-Cre^tg/tg^*). This colony was maintained in a mixed FVB/N and B6/129S6 background.

*Scap^flox/flox^* littermates lacking either *rtTA* or *Cre* genes served as controls. Dams were administered doxycycline chow (625 mg/kg, Harlan Teklad, Madison, WI) from E6.5 to E12.5 to delete *Scap* from respiratory epithelial cells. Importantly, doxycycline was withdrawn at E12.5 to circumvent possible rtTA/Cre-mediated toxicity effects. Lung tissue was collected from pups at E17.5, E18.5 and PN1 (day of birth).

*Insig1^flox/flox^* mice have LoxP sites flanking exon 1 and *Insig2* knockout mice (Insig2^−/−^) were generated by replacing exons 2 and 3 with a neo cassette. *Insig1^flox/flox^ and Insig2^−/−^* mice were obatined from The Jackson Laboratory (Bar Harbor, ME). Doxycycline-exposed (E6.5-12.5) *SP-C-rtTA^+/tg^/*(*tetO*)_7_ *CMV-Cre^+/tg^/Insig1^flox/flox^/Insig2* ^−/−^ mice are termed *Insig1/2* ^Δ/Δ^ mice (*Insig1* was conditionally deleted in the *Insig2* ^−/−^ background). *Insig1^flox/flox^/Insig2* ^−/−^ littermates lacking either *SP-C-rtTA* or *(tetO)_7_CMV-Cre* served as controls. Genotypes were identified by PCR from genomic tail DNA as described previously [15], [16].

Mice were maintained in a pathogen free environment under the supervision of the Institutional Animal Care and Use Committee of Cincinnati Children's Hospital Research Foundation. Mice were kept on a 14-10 light-dark cycle and were allowed access to food and water *ad libitum*.

### Tissue Collection

E17.5 and E18.5 mice were delivered by Cesarean section with anesthesia followed by exsanguination. PN1 mice were taken on the day of birth and euthanized with pentobarbital followed by exsanguination. Lungs were flash frozen for analysis.

### Cell Transfection

MLE15 cells were cultured in HITES media [17]. For study, 5×10^5^ cells were plated in 6-well plates the day before transfection. Cells were transfected with 30 pmol/well of si*Scap* (Silencer Select, Life Technologies Corporation) using Lipofectamine RNAiMAX Reagents (Life Technologies Corporation) according to the manufacturers protocol. Cells were harvested 48 hr post-transfection for RNA isolation and qPCR analysis.

### RNA Isolation and qPCR

Total RNA was isolated from whole lung homogenates using the RNeasy Mini Kit (Qiagen, Valencia, CA) and reverse transcribed using the iScript kit (BioRad, Hercules, CA). miRNA was isolated using the miRNeasy Mini kit with on-column DNase digestion (Qiagen, Valencia, CA) and reverse transcribed using the Taqman MicroRNA Reverse Transcription Kit (Life Technologies, Grand Island, NY). Quantitative PCR was performed on a StepOnePlus Real Time PCR System (Applied Biosystems, Foster City, CA). Data for RNA analysis were normalized to 18 s and data for miRNA analysis were normalized to snoRNA202.

### Saturated Phosphatidylcholine (Sat PC) and Total Phospholipid Measurement

Total lipids were extracted from fetal lung tissue using chloroform and methanol according to the Bligh and Dyer method [18]. Sat PC was then isolated using osmium tetroxide and neutral alumina by the Mason, et. al. method [19]. Isolated SatPC and total phospholipid were then quantitated by phosphorus measurement as previously described [20].

### Cholesterol and Triglyceride Quantification

Total cholesterol, cholesterol esters and triglycerides were determined using the Cholesterol/Cholesterol Ester Quantification kit (EMD Chemicals, Inc) and the Triglyceride Quantification kit (BioVision) according to the manufacturer's protocol.

### Microarray Analysis

Total lung RNA was isolated from *Scap^Δ/Δ^*, *Insig1/2* ^Δ/Δ^, and respective control littermates at E17.5, E18.5 and PN1 using RNeasy Mini Kit (Qiagen, Valencia, CA). The cRNA was then hybridized to the Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA) according to the manufacturer's protocol. Three biological replicates were used for each condition. The RNA quality and quantity assessment, probe preparation, labeling, hybridization, and image scan were carried out in the Cincinnati Children's Hospital Medical Center Affymetrix Core using standard procedure. Data were further analyzed using GeneSpring GX 11.5 (Agilent Technologies, Santa Clara, CA). Differentially expressed genes in *Scap^Δ/Δ^* vs. control mice at different developmental time points were identified using two-way ANOVA (genotype and time dependent gene changes). Genes altered in *Insig1/2* ^Δ/Δ^ vs. control were identified using Student's *t*-test with the threshold of corrected P≤0.01 and fold change ≥1.5. Benjamini-Hochberg false discovery rate (FDR) was applied for multiple testing correction. The probe sets were pre-filtered by their expression range within 35–100 percentiles for at least 66% of samples to remove probes with extremely low expression signals in both mutant and control samples. The complete dataset has been submitted to the Gene Expression Omnibus (GEO) database with the accession number of GSE53397.

### miRNA Analysis

miRNA expression profile was determined by using GeneChip miRNA 3.0 Array (www.affymetrix.com). This array platform provides complete coverage of miRBase v17, snoRNA and scaRNA probes on the same array, and covers 153 organisms including human, mouse and rat. Lung samples from *Scap^Δ/Δ^* and control littermates at E18.5 (n = 3 per genotype) were used to isolate RNA using miRNeasy kit with on column DNase digestion (Qiagen, Valencia, CA). The Expression Console software (Affymetrix, Inc.) was used for data summarization, normalization, and quality control. The miRNAs with P<0.01 and fold changes >1.3 was defined as differentially expressed using BRB-ArrayTools Version: 4.2.1 (http://linus.nci.nih.gov/BRB-ArrayTools.html). miRNA target prediction and filtering were performed using miRNA Target Filter tool in IPA. miRNA and mRNA targets showing inverse expression patterns in response to *Scap* deletion at E18.5 were selected for further analysis (i.e. miRNA up, mRNA down OR miRNA down, mRNA up).

Differentially expressed genes at different lung maturation stages (i.e. E17.5, E18.5 and PN1) were subjected to Self-organizing Map (SOM) clustering, gene ontology analysis, promoter analysis, functional classification and pathway analysis as described previously [21], [22]. Gene Ontology and Pathway analysis were performed using publicly available web-based tool DAVID (database for annotation, visualization, and integrated discovery), ToppGene Suite (http://toppgene.cchmc.org/) and Ingenuity Pathway Analysis (IPA, Ingenuity).

Upstream regulator analysis uses Ingenuity software based on prior knowledge of expected effects between transcriptional regulators and their target genes pre-compiled in the Ingenuity Knowledge Base. The analysis examines how many known targets of each transcriptional regulator are present in the user's dataset, and also compares their direction of change in the experimental condition to what is expected from the literature. If the observed direction of change is positively correlated with the literature, then we can predict the transcriptional regulator is at activated state. For each potential transcriptional regulator, two statistical measures (overlap p-value and activation z-score) are computed. The p-value is calculated to rank upstream regulators based on significant overlap of the differentially expressed genes to the known targets regulated by a transcriptional regulator. The z-score is used to infer likely activation states of upstream regulators.

Promoter sequences (2 kb upstream of the transcriptional start site) were retrieved using Biomart (www.ensembl.org/biomart/martview). Multiple promoter analytic tools (Genomatix Matinspector, Clover, CisView, and Paint4) were used to identify enriched transcription factor binding sites in the promoter regions of genes in the cluster of interest. Cytoscape (http://cytoscapeweb.cytoscape.org/) was used to map associations between transcription factors matrix families and predicted target genes. PBGE database (http://research.cchmc.org/pbge/) was used to match the transcription factors matrix families to the transcription factors expressed in lung.

## Results

### The Effects of Epithelial Scap Deletion on Perinatal Lung Lipid Content

Mice with conditional deletion of the *Scap* (*Scap^Δ/Δ^*) or *Insig1* (*Insig1/2* ^Δ/Δ^) genes in pulmonary epithelium were generated as previously reported [12], [13]. 

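*Scap*, which encodes the protein that escorts SREBP out of the endoplasmic reticulum, averaged 9.31 ± 0.14 (SD, n = 3) in E18.5 *ScapΔ/Δ* lungs and 9.72 ± 0.03 (SD, n = 3) in controls. This is a log2 fold change of −0.41 (SE 0.09, adjusted p = 0.511). At PN1 *Scap* averaged 9.57 ± 0.07 (SD, n = 3) against 9.86 ± 0.09 (SD, n = 3), a log2 fold change of −0.29 (SE 0.09, adjusted p = 0.0914). *Insig1*, which encodes a protein that retains SCAP in the endoplasmic reticulum, averaged 8.36 ± 0.20 (SD, n = 3) in E17.5 *Insig1/2Δ/Δ* lungs and 9.58 ± 0.37 (SD, n = 3) in controls, a log2 fold change of −1.22 (SE 0.20, adjusted p = 0.758). In each of these comparisons every knockout array lay below every control array, which is the arrangement with the smallest exact permutation p that 3 arrays against 3 allow, 0.1. *Scap* in *Insig1/2Δ/Δ* lungs had a log2 fold change of −0.01 (SE 0.08, adjusted p = 0.980), and its sign turns when an array is left out. Without PN1 knockout array 16 *Scap* and *Insig1* passed the test at PN1, as did 14010 probe sets in all. Passing in that fit therefore does not single out a gene. With the matching arrays *Scap* fell by 0.49 (adjusted p = 0.0060) and 0.27 (adjusted p = 0.0061), and *Insig1* in *Insig1/2Δ/Δ* lungs fell by 1.40 (SE 0.21, adjusted p = 0.0093). Each probe set reads the whole gene, so the deleted exons were not measured apart from the others.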

*Scap* and *Insig1* gene deletion efficiency was assessed by qPCR and exon deletion was confirmed by exon microarray, demonstrating a marked decrease in *Scap* (Figure 1A) and *Insig1* (Figure 1B) mRNA in our mouse models. We have previously demonstrated that epithelial SCAP/SREBP signaling regulates lipid homeostasis in the adult lung [12], [13]. To evaluate the effects of epithelial *Scap* gene deletion on perinatal lung lipid homeostasis, we measured lung SatPC, total cholesterol and triglyceride levels in lungs at E17.5, E18.5 and PN1. SatPC was significantly decreased at E18.5 and PN1 in *Scap^Δ/Δ^* mice vs. control littermates, but not at E17.5 (Fig. 2A). Changes in SatPC content correlated with the deletion efficiency of *Scap* in this model (Figure 1A). Both total cholesterol and triglyceride content were not significantly altered by group mean comparison between *Scap^Δ/Δ^* and control mice at any of the time points examined (Fig. 2C and E). Considering the sample variation related to the incomplete deletion efficiency of the *SP-C/tetO-Cre* transgenic system, we examined the correlation between *Srebf-1c* expression levels and lung lipid content at PN1. Results from this analysis showed that *Srebf-1c* levels positively correlated with SatPC and total cholesterol content, with correlation coefficients of 0.63 and 0.67, respectively; however, there was no strong correlation between *Srebf-1c* and triglyceride levels (−0.27) (Fig. 2B, D and F). These results indicated that, due to the variation of deletion efficiency and the possible compensatory effect of other cell types in the lung to the epithelial deletion of *Scap in vivo*, the t-test comparison of group mean may not be sensitive enough to reveal the direct effect of *Scap* deletion in epithelial cells on cholesterol levels. These data demonstrate that epithelial SCAP/SREBP signaling positively regulates SatPC content during perinatal lung maturation.

**Figure 1:**
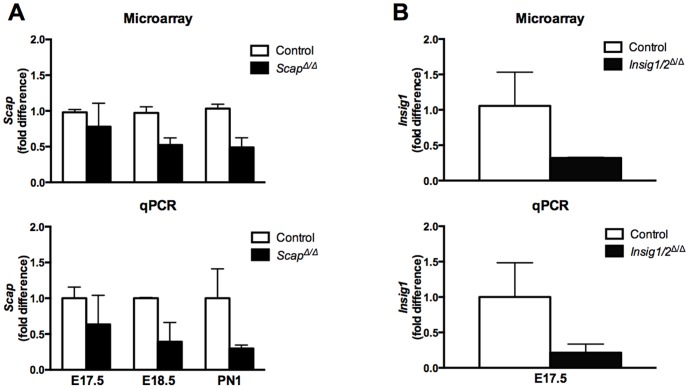
Relative expression of *Scap* and *Insig1* in *Scap^Δ/Δ^* and *Insig1/2^Δ/Δ^* mice. *Scap* (A) and *Insig1* (B) mRNA were measured by mRNA microarray analysis and qPCR. Total lung RNA was isolated from *Scap^Δ/Δ^*, *Insig1/2^Δ/Δ^* and littermate controls at E17.5, E18.5 and PN1. Data were normalized to 18S and presented as mean ± S.E.; n = 2–3/group.

**Figure 2:**
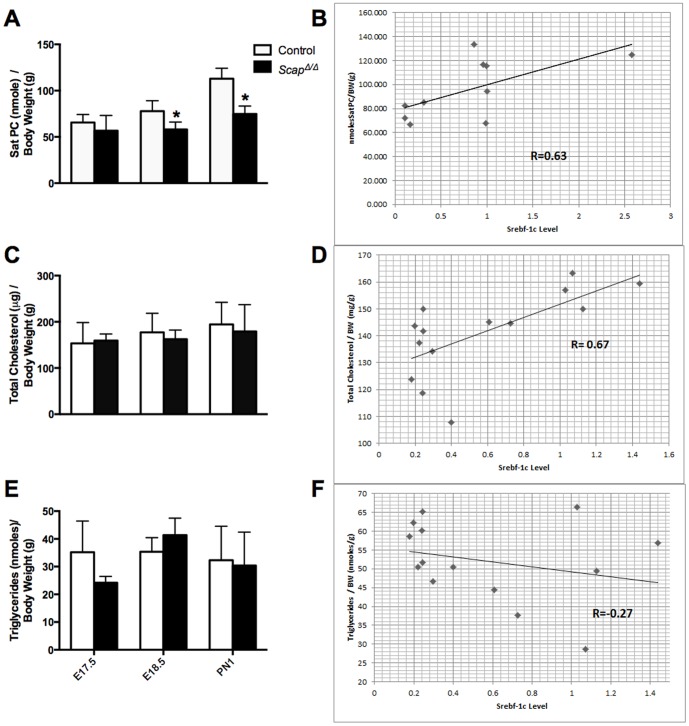
Altered lung surfactant SatPC content in *Scap^Δ/Δ^* mice. SatPC (A), total cholesterol (C) and triglycerides (E) were measured using whole lung samples from control (open bars) and *Scap^Δ/Δ^* mice (closed bars) at E17.5, E18.5 and PN1. *p<0.05. n = 5–8/group. Correlation coefficients between *Srebf-1c* mRNA and SatPC (B), cholesterol (D) and triglyceride levels (F) were measured at age PN1, n = 5–8/group.

### The Functional Genomic Responses to SREBP Deletion/Activation during Perinatal Lung Maturation

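Total lung RNA of *ScapΔ/Δ* mice and control littermates was hybridized to Mouse Gene 1.0 ST arrays, with 3 mice of each genotype at E18.5 and 3 at PN1. Arrays of *ScapΔ/Δ* mice at E17.5 are not analysed here. The values are log2 signals as the authors deposited them, 1 per probe set, and the paper's text does not name their normalization. Array medians lay between 7.42 and 7.50 except on PN1 knockout arrays 17 and 18, at 7.67 and 7.70. The signals of arrays 17 and 18 also spread less, with an SD over probe sets of 2.08 on each against 2.23 to 2.30 on the others. Their 35th percentiles were 6.84 and 6.87, against 6.43 to 6.56. Those arrays correlated at 0.931 to 0.960 with the other 16 arrays of the study and at 0.994 with each other, against 0.973 to 0.998 for all other pairs. Of 35556 probe sets, 21789 have 1 gene symbol, 1621 several and 12146 none, and genes are named only from the first kind. The 22800 probe sets at or above the 35th percentile of signal on at least 8 of the 12 arrays were tested in 1 limma model of genotype and age, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Values are given as the group mean with its SD and as the log2 fold change of knockout over control with its SE. The number of arrays limits the precision, and 3 arrays against 3 cannot give an exact two-sided permutation p below 0.1. Without PN1 knockout array 16 the fit called 14010 probe sets at PN1, most of those tested with all arrays. A gene that passed at PN1 without array 16 is therefore not set apart from most other probe sets. In addition, 42 gene lists written before the data were examined were tested with camera at a preset correlation between genes of 0.01, and 0 of the list calls of any comparison hold with an estimated correlation. Each list is therefore given with its adjusted p in both forms, the second named as that with an estimated correlation.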

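Lungs of *Insig1/2Δ/Δ* mice and control littermates, 3 mice of each genotype at E17.5, were measured on the same kind of array, and both groups lack *Insig2*. These 6 arrays were fitted on their own with limma over 22775 probe sets, since they share no littermates with the *ScapΔ/Δ* groups. After the values had been seen, the fold changes that the paper prints were set against every choice of arrays, 49 per comparison. The 438 fold changes of Table S2 lay closest to E18.5 knockout arrays 11 and 12 against all controls, with a root mean square difference of 0.0238 against 0.0754 for all arrays. At PN1 they lay closest to knockout arrays 17 and 18 against all controls, with 0.0290 against 0.245 for all arrays. For *Insig1/2Δ/Δ* mice they lay closest to knockout arrays 23 and 24 against control arrays 19 and 20, with 0.0263 against 0.271. These choices, which leave out knockout arrays 10, 16 and 22 and control array 21, are called the matching arrays. Table 5 was closer to the matching arrays than to all arrays as well, with a median absolute difference of 0.0143 against 0.116 at E18.5 and 0.0169 against 0.0976 at PN1. By root mean square the gap was smaller, at 0.168 against 0.203 at E18.5 and 0.113 against 0.180 at PN1. By that measure the matching arrays had rank 6 of the 49 choices at E18.5 and rank 1 at PN1. The 1998 PN1 fold changes in the part of Table S1 held here lay closest to all 3 knockout arrays, at 0.0414. Data behind statements on Table S2 or Table 5 are given for the matching arrays first, and those behind other statements for all arrays first. The matching arrays leave 2 knockout arrays per comparison, and their calls come from a choice made on the same values.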

To systematically determine the genomic responses of SREBP deletion/activation in the perinatal lung, genome wide mRNA expression profiles of *Scap^Δ/Δ^* mouse lungs were performed at E17.5, E18.5 and PN1; *Insig1/2^Δ/Δ^* mouse lungs were analyzed at E17.5. Genes differentially expressed in *Scap^Δ/Δ^* mice, *Insig1/2^Δ/Δ^* mice and their corresponding control littermates in at least one of the conditions were identified by ANOVA. This analysis identified 184 genes that were up-regulated and 1079 genes down-regulated in *Scap^Δ/Δ^* mice, suggesting that SREBP works primarily as a transcriptional activator in the perinatal lung (Figure 3A and Table S1). 

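Over both ages, 8 probe sets fell and 3 rose in *ScapΔ/Δ* lungs. The genes that fell included the fatty acid desaturases *Scd1*, by 3.11 (SE 0.26, adjusted p = 0.0013), and *Scd2*, by 0.87 (SE 0.07, adjusted p = 0.0013), with *Insig1* by 0.72, *Fdps* of the isoprenoid pathway by 0.62, the lysophospholipid acyltransferase gene *Lpcat1* by 0.51 and the N-acyl amino acid enzyme gene *Pm20d1* by 0.76 (adjusted p between 0.0299 and 0.0404). The small RNA genes *Mir7-1* and *Snord85* and the gene of endoplasmic reticulum protein disposal *Derl3* rose, by 1.02 (adjusted p = 0.0498), 0.73 (adjusted p = 0.0193) and 0.49 (adjusted p = 0.0376) on the log2 scale. *Pm20d1*, *Mir7-1* and *Snord85* were named after their values were seen. At PN1 alone the 2 calls were *Scd2*, which fell by 1.21 (SE 0.10, adjusted p = 0.0047), and *Scd1*, which fell by 3.54 (SE 0.36, adjusted p = 0.0140). At E18.5 alone *Derl3* rose by 0.81 (SE 0.09, adjusted p = 0.0363), as 1 of the 2 calls. The *Derl3* call was lost without any of arrays 7, 8, 9, 10 and 11, the *Scd1* call at PN1 without any of arrays 13, 15, 17 and 18, and both calls at PN1 when arrays 17 and 18 were left out together, where *Scd1* stood at −3.09 and *Scd2* at −1.08. The calls of *Insig1*, *Fdps*, *Lpcat1* and *Mir7-1* over both ages were lost without any array other than 10 and 16 (adjusted p between 0.0664 and 0.189), those of *Pm20d1* without any other than 10, 16 and 17, of *Derl3* without any other than 10, 12 and 16, and of *Snord85* without any other than 8, 10, 16 and 17. Without the filter all of these but *Snord85* were lost (adjusted p between 0.0525 and 0.0719), with arrays centred *Insig1*, *Fdps*, *Lpcat1*, *Pm20d1* and *Derl3* (0.0533 to 0.0827), and with quantile normalization *Mir7-1*, *Pm20d1* and *Derl3* (0.0563 to 0.0755). A filter at the 50th percentile on every array left *Scd1*, *Derl3*, *Pm20d1* and *Snord85* untested.
At an unadjusted p under 0.05, 3238 probe sets were lower and 1496 higher over both ages, where chance would give 1140 in all. The methods' ANOVA contrasts, without moderation of the variances, gave 14 calls in place of 11, without *Insig1*, *Fdps*, *Lpcat1*, *Pm20d1* and *Mir7-1* (adjusted p between 0.0562 and 0.0786). Without PN1 knockout array 16, 6725 probe sets fell and 3622 rose, and without E18.5 knockout array 10 52 fell and 154 rose. Leaving out another array gave 3 to 7 calls, with 3 without any of arrays 7, 9, 11, 13, 15 and 18, 4 without array 8, 5 without array 14 or 17 and 7 without array 12. With the matching arrays 6959 fell and 3798 rose. From the larger number of genes that were lower than higher, the paper proposes that SREBP acts mainly as a transcriptional activator in the perinatal lung.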

Among the genes that increased in any of the three time points in *Scap^Δ/Δ^* lungs, “protein targeting to ER/membrane”, “RNA catabolic/metabolic process” were the most enriched functional categories (Figure 3B). 

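Genes of protein synthesis, RNA processing and the endoplasmic reticulum stood above the controls in *ScapΔ/Δ* lungs at one age or the other. Of 53 genes of ribosomal proteins, which annotations place among the genes of protein targeting to the endoplasmic reticulum, 47 were above the controls at E18.5, with a median log2 fold change of 0.11 (adjusted p = 1.16e-08; adjusted p = 0.606 with an estimated correlation). *Rps14* of the small ribosomal subunit averaged 12.44 ± 0.18 (SD, n = 3) against 12.03 ± 0.03 (SD, n = 3) at E18.5, a log2 fold change of 0.42 (SE 0.11, adjusted p = 0.511), and 0.50 (SE 0.11, adjusted p = 0.0897) at PN1. Of 16 genes of the unfolded protein response, 13 were above the controls at E18.5, with a median of 0.20 (adjusted p = 1.09e-04; adjusted p = 0.606 with an estimated correlation), and 3 passed when adjusted over the list alone. Among them the glutathione-degrading enzyme gene *Chac1* had a log2 fold change of 0.49 (SE 0.09, adjusted p = 0.407), and the stress transcription factor genes *Atf3* and *Ddit3* had 0.62 (SE 0.18) and 0.50 (SE 0.13, adjusted p = 0.511 for both). At PN1, 20 of 24 genes of RNA splicing were above the controls, with a median of 0.30 (adjusted p = 4.70e-09; adjusted p = 0.472 with an estimated correlation), and 12 passed when adjusted over the list alone. *Pnisr*, which encodes a splicing factor partner, averaged 9.83 ± 0.57 (SD, n = 3) against 9.10 ± 0.18 (SD, n = 3), a log2 fold change of 0.74 (SE 0.23, adjusted p = 0.0918). It passed the test without knockout array 16, as did 14010 probe sets at PN1 in all. The splicing call was lost when knockout arrays 17 and 18 were left out, and the median was 0.16 with each array centred on its median. The median of the ribosomal genes at PN1 was 0.05 (adjusted p = 1.10e-06; adjusted p = 0.764 with an estimated correlation) and −0.08 with arrays centred.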

Among the genes that were suppressed in *Scap^Δ/Δ^* lungs, “regulation of transcription”, “epithelium development”, “vesicle mediated transport/sorting”, “lung development”, “lipid biosynthetic/metabolic process”, and “regulation of cell death/cell cycle” were most enriched functional classes (Figure 3C).

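In *ScapΔ/Δ* lungs at PN1, 17 of 20 genes of fatty acid synthesis were below the controls, with a median log2 fold change of −0.55 (adjusted p = 2.06e-06; adjusted p = 0.472 with an estimated correlation), and 16 passed when adjusted over the list alone. At E18.5, 17 were below as well, with a median of −0.22 (adjusted p = 2.10e-05; adjusted p = 0.580 with an estimated correlation). *Fads1*, a desaturase of long polyunsaturated fatty acids, averaged 10.80 ± 0.15 (SD, n = 3) against 11.30 ± 0.06 (SD, n = 3) at E18.5 and 10.90 ± 0.17 (SD, n = 3) against 11.48 ± 0.15 (SD, n = 3) at PN1. These are log2 fold changes of −0.50 (SE 0.11, adjusted p = 0.511) and −0.58 (SE 0.11, adjusted p = 0.0878). Of 20 genes of surfactant and type II cells, 18 were below the controls at PN1, with a median of −0.47 (adjusted p = 3.72e-05; adjusted p = 0.586 with an estimated correlation), and 14 passed when adjusted over the list alone. Among epithelial transcription factors at PN1, *Foxa1* had a log2 fold change of −0.62 (SE 0.16, adjusted p = 0.0897) and *Sox9*, a marker of the distal tips, −0.79 (SE 0.16, adjusted p = 0.0885). The lists of cell cycle and apoptosis genes did not pass at either age, with medians of −0.18 (adjusted p = 0.105) and −0.36 (adjusted p = 0.30) for the cell cycle. *Fads1*, *Foxa1* and *Sox9* passed the test at PN1 without knockout array 16, as did 14010 probe sets in all. When knockout arrays 17 and 18 were left out, the medians of the fatty acid and surfactant lists at PN1 were both −0.20.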

**Figure 3:**
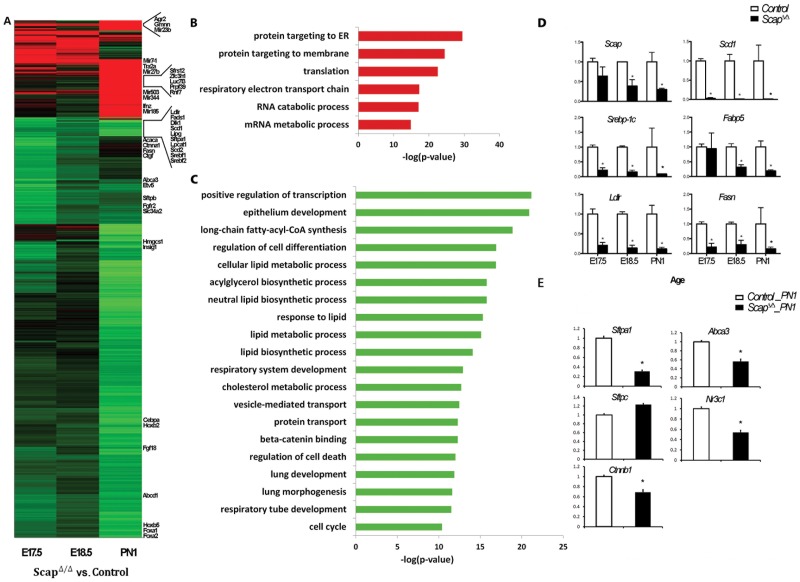
Genes and biological processes affected by *Scap* deletion in the developing lung. A) Differentially expressed genes in *Scap^Δ/Δ^* lungs were identified by mRNA microarray analysis. Heatmap analysis shows the two-dimensional clustering of 1079 mRNAs that were significantly altered in *Scap^Δ/Δ^* mice compared with controls. The intensity in the red and green color ranges indicates increased versus decreased mRNAs, respectively. Each row represents a single mRNA, and each column represents an average fold change between knockout and control mice at the specified gestational age. B and C) Biological processes significantly influenced by epithelial *Scap* deletion were identified using ToppGene Suite (http://toppgene.cchmc.org). Enriched bioprocesses in genes induced (B) or suppressed (C) in *Scap^Δ/Δ^* lungs are represented as red bars and green bars respectively. Statistical significance of each bioprocess was presented using negative log2 transformation of P value. D and E) qPCR analysis confirmed RNA microarray data demonstrating altered expression of genes involved in lipid biosynthesis/transport (D) and in lung development and maturation (E) in *Scap^Δ/Δ^* mice (filled bars) compared with control (open bars), n = 3/group, *p<0.05.

We further assessed the functional enrichment of genes altered at E17.5 (early effect) and PN1 (later effect) separately to identify the dynamic effects of SREBP deletion/activation on perinatal lung development and maturation. Genes involved in “Cellular movement”, “Cardiovascular System Development and Function”, “Respiratory System Development and Function”, “Cellular Assembly and Organization”, “Cell Morphology”, “Cell Cycle” were the most highly enriched bioprocesses at E17.5, decreasing with time in response to disruption of SREBP signaling. In contrast, genes involved in “Lipid/Sterol Synthesis/Metabolism”, “Angiogenesis”, “Epithelial development/differentiation”, were mostly highly enriched at PN1 (Table 1). 

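All 17 measured enzymes of cholesterol synthesis were below the controls in *ScapΔ/Δ* lungs at PN1, with a median log2 fold change of −0.84 (adjusted p = 3.46e-08; adjusted p = 0.586 with an estimated correlation), and 15 passed when adjusted over the list alone. *Cyp51*, the lanosterol demethylase, averaged 8.58 ± 0.40 (SD, n = 3) against 9.60 ± 0.24 (SD, n = 3), a log2 fold change of −1.02 (SE 0.18, adjusted p = 0.0830). *Stard4*, which encodes a cholesterol carrier, averaged 9.05 ± 0.36 (SD, n = 3) against 9.95 ± 0.07 (SD, n = 3), a log2 fold change of −0.90 (SE 0.14, adjusted p = 0.0792). At E18.5, 16 of the 17 enzymes were below, with a median of −0.26 (adjusted p = 4.91e-04; adjusted p = 0.606 with an estimated correlation). The difference between the effects at PN1 and E18.5 had a median of −0.56 (adjusted p = 0.0078; adjusted p = 0.854 with an estimated correlation). Among genes of blood vessels at PN1, the endothelial diaphragm gene *Plvap* had a log2 fold change of −0.56 (SE 0.10, adjusted p = 0.0830), and the list of 14 endothelial markers, 9 of them below the controls, did not pass, with a median of −0.11 (adjusted p = 0.748). The 16 markers shared by lung epithelial cells had a median of −0.31 and did not pass either (adjusted p = 0.170). Without knockout array 16 *Cyp51*, *Stard4* and *Plvap* passed the test, as did 14010 probe sets at PN1 in all. Without knockout arrays 17 and 18 the median of the cholesterol enzymes was −0.30 and the difference between the ages −0.01.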

Canonical pathways significantly affected at E17.5 by *Scap* deletion include “Oxidative Phosphorylation”, “Mitochondrial Dysfunction”, “Wnt/β-catenin Signaling”, and “Glucocorticoid Receptor Signaling”; at the PN1 time point, pathways that were enriched included “Steroid Biosynthesis”, “Ephrin Receptor Signaling”, “Integrin Signaling” and “LXR/RXR Activation” (Table 2). 

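*Mylip*, a target of LXR that encodes a ubiquitin ligase, averaged 8.38 ± 0.19 (SD, n = 3) in PN1 *ScapΔ/Δ* lungs and 9.17 ± 0.22 (SD, n = 3) in controls. This is a log2 fold change of −0.79 (SE 0.14, adjusted p = 0.0830). Of 9 target genes of LXR, 8 were below the controls at PN1, with a median of −0.44 (adjusted p = 0.0074; adjusted p = 0.586 with an estimated correlation), and 7 passed when adjusted over the list alone. All 9 genes of sterol uptake and SREBP regulation were below, with a median of −0.41 (adjusted p = 0.0023; adjusted p = 0.309 with an estimated correlation). This list holds *Scap*, the deleted gene, and shares *Mylip* and *Srebf1* with the LXR targets, so the lists are not separate evidence. The ephrin ligand genes *Efna2* and *Efna3* had log2 fold changes of −0.59 (SE 0.16, adjusted p = 0.0897) and −0.89 (SE 0.22, adjusted p = 0.0897). As groups, 17 ephrin genes had a median of −0.15 (adjusted p = 0.30) and 22 integrin genes −0.04 (adjusted p = 0.608) at PN1, and neither passed. Without knockout array 16 *Mylip*, *Efna2* and *Efna3* passed the test, as did 14010 probe sets at PN1 in all. The call of the LXR targets (median −0.67) and that of the sterol uptake genes (median −0.38) were lost there. The LXR call was also lost with quantile normalization (median −0.31).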

Many of the known targets regulated by SREBP signaling were decreased in *Scap^Δ/Δ^* mice and/or induced in *Insig1/2^Δ/Δ^* mice (Table S2), including *Scd1*, *Scd2*, *Fasn*, *Ldlr*, *Hmgcs1*, *Sqle* and *Lss*, demonstrating an inverse relationship between SREBP suppression and activation in *Scap^Δ/Δ^* and *Insig1/2* ^Δ/Δ^ mice, respectively. In addition to the known effects of SREBP signaling on lipid metabolism that was observed predominantly at PN1, genes (*Sftpa1*, *Sftpb*, *Abca3*, *Ctnn1b* and *Nr3c1*) and pathways (Wnt/β-catenin Signaling) important in fetal lung development, maturation and function were decreased in *Scap^Δ/Δ^* mice at E17.5. qPCR validation of a subset of these microarray data are shown in Figure 3D and 3E. Collectively, these data demonstrate dynamic roles of epithelial SREBP signaling during perinatal lung development.

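With the matching arrays, *Scd1* averaged 7.78 ± 0.32 (SD, n = 2) in PN1 *ScapΔ/Δ* lungs and 11.54 ± 0.34 (SD, n = 3) in controls, a log2 fold change of −3.76 (SE 0.36, adjusted p = 1.30e-05). *Scd2* fell by 1.27 (adjusted p = 1.57e-06), the fatty acid synthase gene *Fasn* by 0.39 (adjusted p = 0.0378), and the cholesterol synthesis genes *Hmgcs1*, *Sqle* and *Lss* by 1.07, 1.44 and 1.12 (adjusted p = 1.85e-06, 2.54e-06 and 1.53e-06). In *Insig1/2Δ/Δ* lungs on the matching arrays *Scd1* rose by 1.60 (SE 0.11, adjusted p = 0.0013), *Hmgcs1* by 0.58 (adjusted p = 0.0110), *Sqle* by 0.61 (adjusted p = 0.0081) and *Lss* by 1.01 (adjusted p = 0.0038). *Scd2* and *Fasn* did not pass there, at 0.13 (adjusted p = 0.304) and −0.33 (adjusted p = 0.149). Of the 48 probe sets that Table S2 marks as known SREBP genes, 47 were lower in PN1 *ScapΔ/Δ* lungs and higher in *Insig1/2Δ/Δ* lungs, 43 of the 48 fell at PN1 and 35 rose in *Insig1/2Δ/Δ* lungs. The study chose these probe sets on the same arrays, so the count is not independent evidence of their direction. Of 3329 probe sets called in both comparisons, 3046 changed in opposite directions. This count rests on knockout arrays 17, 18, 23 and 24 and leaves out knockout arrays 16 and 22 and control array 21. Arrays 17 and 18 stand apart from the other arrays and array 21 groups with arrays 23 and 24, so the count does not separate genotype from that structure of the samples.
With all arrays, 43 of the 48 marked probe sets were lower in PN1 *ScapΔ/Δ* lungs and higher in *Insig1/2Δ/Δ* lungs. *Scd1* and *Scd2* fell at PN1, and *Hmgcs1* averaged 10.10 ± 0.39 (SD, n = 3) against 10.94 ± 0.04 (SD, n = 3), *Sqle* 9.56 ± 0.51 (SD, n = 3) against 10.71 ± 0.11 (SD, n = 3) and *Lss* 8.24 ± 0.34 (SD, n = 3) against 9.17 ± 0.09 (SD, n = 3), with an adjusted p = 0.0830 for each. *Fasn* had a log2 fold change of −0.49 (SE 0.16, adjusted p = 0.0967) at PN1 and 0.00 (SE 0.24, adjusted p = 1.00) in *Insig1/2Δ/Δ* lungs, where its sign turned without array 21 or 22. *Scd1* averaged 12.70 ± 0.35 (SD, n = 3) in *Insig1/2Δ/Δ* lungs against 11.71 ± 0.72 (SD, n = 3), a log2 fold change of 0.99 (SE 0.37, adjusted p = 0.758), and control array 21, at 12.51, lay above knockout array 22, at 12.30. In *Insig1/2Δ/Δ* lungs limma made 0 calls with all arrays, with 933 probe sets at an unadjusted p under 0.05 where chance would give 1139, and so 0 probe sets were called in both. The ordinary test without moderation made 0 calls as well, with 1117 at an unadjusted p under 0.05. Without PN1 knockout array 16, 14010 probe sets were called at PN1 in place of 2. From the opposite directions in the mouse lines, the paper concludes that there is an inverse relationship between suppression and activation of SREBP.

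**Figure D1:**
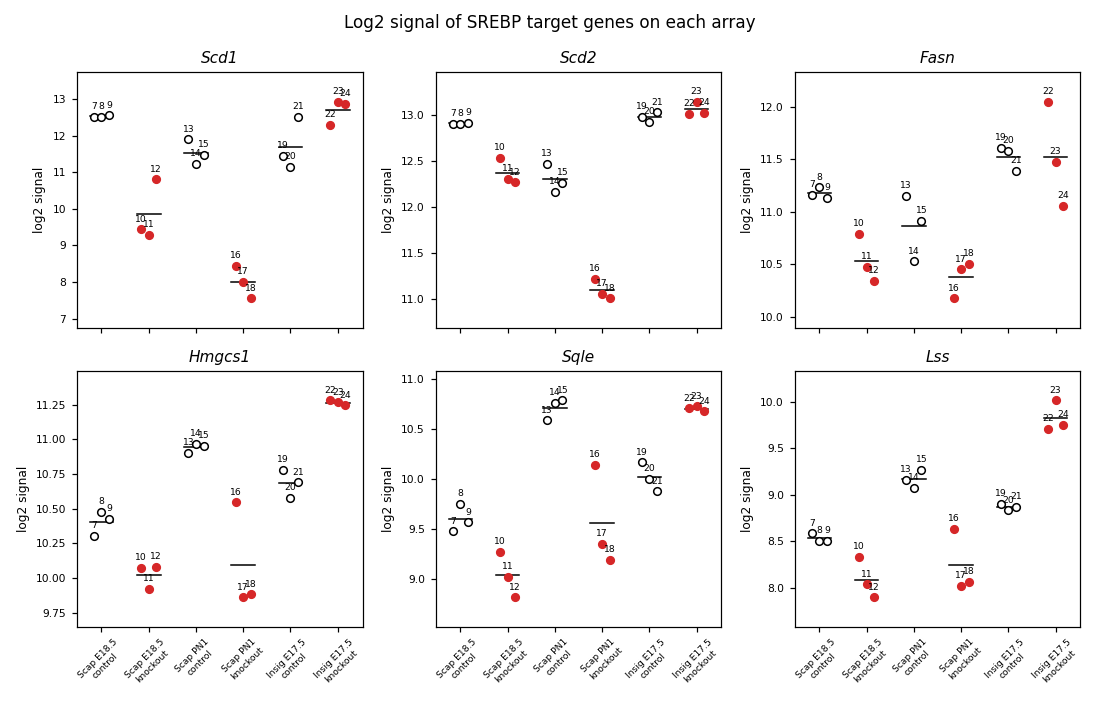
Log2 signal of *Scd1*, *Scd2*, *Fasn*, *Hmgcs1*, *Sqle* and *Lss* on each array (vertical axis) for the 6 groups (horizontal axis), with open points for control arrays, red points for knockout arrays, a line at each group mean and small numbers for the replicate. At PN1 the *Scd1* points of the *ScapΔ/Δ* arrays, with a mean of 8.00, all lie below those of the controls, with a mean of 11.54.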

**Table 1:** Enriched functions altered by *Scap* deletion in perinatal lung.

E17.5 *Scap^Δ/Δ^*		E18.5 & PN1 *Scap^Δ/Δ^*	
Functions	p value	Functions	p value
Cellular Movement	2.79E-27	Synthesis of sterol	1.29E-14
Cardiovascular System Development and Function	8.96E-24	Synthesis of lipid	3.16E-12
Cellular Assembly and Organization	2.27E-23	Synthesis/metaboilsm of cholesterol	1.01E-11
Cellular Function and Maintenance	2.27E-23	Regulation of transcription	3.90E-11
Tissue Morphology	7.71E-23	Proliferation of cells	1.28E-08
Cellular Growth and Proliferation	1.33E-22	Cell death	1.83E-08
Cell Death	1.49E-15	Differentiation	9.57E-07
Cell Morphology	6.04E-15	Angiogenesis	1.13E-06
Respiratory System Development and Function	1.83E-13	Development of epithelial tissue	3.57E-06
Cell Cycle	1.52E-10	Fatty acid metabolism	4.09E-06

**Table 2:** Enriched canonical pathways altered by *Scap* deletion in perinatal lung.

E17.5 *Scap^Δ/Δ^*		PN1 *Scap^Δ/Δ^*	
Pathways	p value	Pathways	p value
Oxidative Phosphorylation	3.16E-14	Biosynthesis of Steroids	5.89E-08
Mitochondrial Dysfunction	2.00E-13	Ephrin Receptor Signaling	3.31E-06
Axonal Guidance Signaling	6.31E-11	Integrin Signaling	1.00E-05
Ubiquinone Biosynthesis	3.98E-09	CXCR4 Signaling	8.51E-05
Wnt/β-catenin Signaling	1.91E-08	Wnt/β-catenin Signaling	9.33E-05
Paxillin Signaling	2.29E-08	IL-8 Signaling	1.38E-04
PTEN Signaling	1.78E-07	ILK Signaling	1.07E-04
Phospholipase C Signaling	2.40E-06	Insulin Receptor Signaling	3.80E-04
Notch Signaling	1.23E-05	mTOR Signaling	4.68E-04
Glucocorticoid Receptor Signaling	7.59E-04	LXR/RXR Activation	8.32E-04

In order to understand the regulatory mechanisms and identify potential cofactors of the SREBP signaling pathway in regulating lung lipid homeostasis, genes differentially expressed in *Scap^Δ/Δ^* mice vs. control from two-way ANOVA analysis was clustered into 8 different sub-groups based on expression pattern similarity using the SOM clustering method (Table S1, Figure 4A). Genes within each cluster were subjected to functional classification using Toppgene suite (http://toppgene.cchmc.org/). Gene set enrichment analysis identified two “lipid” enriched clusters, 5 and 7. 

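*Rab27a*, which encodes a small GTPase of secretory vesicles, averaged 9.39 ± 0.83 (SD, n = 3) in PN1 *ScapΔ/Δ* lungs and 10.61 ± 0.08 (SD, n = 3) in controls, a log2 fold change of −1.22 (SE 0.32, adjusted p = 0.0897). *Scamp2*, a gene of vesicle membranes, averaged 10.12 ± 0.54 (SD, n = 3) against 10.95 ± 0.10 (SD, n = 3), a log2 fold change of −0.83 (SE 0.21, adjusted p = 0.0897). Among genes of transport, the mitochondrial citrate carrier gene *Slc25a1* had a log2 fold change of −0.65 (SE 0.18, adjusted p = 0.0901), the fatty acid activating enzyme gene *Acsl5* −0.46 (SE 0.14, adjusted p = 0.0914) and *Arf6* −0.50 (SE 0.15, adjusted p = 0.0918). Among genes of lipid metabolism, the lysophospholipase gene *Lypla2* had −0.65 (SE 0.20), the syntaxin gene *Stx12* −0.86 (SE 0.25, adjusted p = 0.0914 for both) and *Aacs*, which makes acetoacetyl-CoA, −0.53 (SE 0.13, adjusted p = 0.0897). All 20 measured genes that the paper names for cluster 5 were below the controls at PN1, with a median of −0.65 (adjusted p = 3.46e-08; adjusted p = 0.619 with an estimated correlation), and all 20 passed when adjusted over the list alone. The study chose these genes on the same arrays, so this is not independent evidence of their direction. At E18.5, 13 of the 20 were below, with a median of −0.19 (adjusted p = 0.0533). Without knockout array 16 each gene named above passed the test at PN1, as did 14010 probe sets in all, so this does not set these genes apart. Without knockout arrays 17 and 18 the median of the list was −0.09.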

Cluster 5 genes were functionally enriched in molecular transport (*Slc25a1*, *Slc11a1*, *Acsl5*), protein trafficking (*Arf6, Scamp2, Rab27a*), lipid/phospholipids biosynthesis and metabolism (*Pcyt1a, Lpcat1, Lypla2, Scd1, Aacs, Stx12*) (Figure 4B). Genes within this cluster were moderately induced before birth in control mice but decreased within the same time frame in *Scap^Δ/Δ^* mice (Figure 4A). 

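From E18.5 to PN1, 13 of the 20 cluster 5 genes were higher in control lungs and 7 lower, with a median log2 change of 0.11 and a mean of 0.01 (adjusted p = 0.762). In *ScapΔ/Δ* lungs all 20 were lower at PN1, with a median of −0.43 (adjusted p = 0.0032; adjusted p = 0.876 with an estimated correlation), and 8 of them fell in the test over all probe sets. *Scd1* fell from 9.85 ± 0.84 (SD, n = 3) to 8.00 ± 0.45 (SD, n = 3), by 1.85 (SE 0.36, adjusted p = 0.0081), and in controls from 12.53 ± 0.03 (SD, n = 3) to 11.54 ± 0.34 (SD, n = 3), by 0.99 (SE 0.36, adjusted p = 0.231). *Lpcat1* fell from 12.16 ± 0.04 (SD, n = 3) to 11.68 ± 0.20 (SD, n = 3), by 0.49 (SE 0.10, adjusted p = 0.0094), and in controls from 12.54 to 12.32. *Stx12* fell by 0.75 (SE 0.25, adjusted p = 0.0404), *Acsl5* by 0.41 (SE 0.14, adjusted p = 0.0414) and the phospholipase D family gene *Pld4* by 1.03 (SE 0.31, adjusted p = 0.0308). The difference of the knockout effect between the ages was below 0 for all 20 genes, with a median of −0.50 (adjusted p = 3.96e-04; adjusted p = 0.854 with an estimated correlation). Age groups E18.5 and PN1 are compared here, since E17.5 arrays of *ScapΔ/Δ* mice are not analysed here. The calls of *Stx12*, *Acsl5* and *Pld4* were lost without any of arrays 10, 11, 12, 17 and 18. The change of *Stx12* was −1.14 without PN1 knockout array 16 and 0.04 with array 16 alone, that is, with arrays 17 and 18 left out, where all 5 calls and that of the difference (median −0.01) were lost. The median difference was −0.76 without array 16. The median change of the 20 genes with age in knockouts was −0.69 without array 16 and −0.27 without array 18. With array 16 alone it turned to 0.10, with 14 of the 20 genes higher at PN1.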

Cluster 7 genes were induced with age in control mice but maintained at a low level from E17.5 to PN1 in *Scap^Δ/Δ^* mice. Genes within this cluster were functionally involved in cholesterol/steroid synthesis and in response to lipid (*Hmgcs1, Idl1, Sqle, Fdps, Msmo1, Cdipt, Insig1, Dgat1*) (Figure 4C). 

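*Idi1*, the isopentenyl diphosphate isomerase gene, averaged 9.25 ± 0.84 (SD, n = 3) in PN1 *ScapΔ/Δ* lungs and 10.75 ± 0.23 (SD, n = 3) in controls, a log2 fold change of −1.50 (SE 0.32, adjusted p = 0.0897). *Msmo1*, a sterol oxidase gene, averaged 9.92 ± 0.71 (SD, n = 3) against 11.03 ± 0.23 (SD, n = 3), a log2 fold change of −1.11 (SE 0.29, adjusted p = 0.0897). *Fdps* had −0.73 (SE 0.12, adjusted p = 0.0792), *Cdipt*, the phosphatidylinositol synthase gene, −0.47 (SE 0.14, adjusted p = 0.0917) and *Dgat1*, which makes triacylglycerol, −0.44 (SE 0.19, adjusted p = 0.148). All 8 genes were below the controls at PN1, with a median of −0.80 (adjusted p = 2.04e-05; adjusted p = 0.586 with an estimated correlation), and 7 of 8 were below at E18.5, with a median of −0.40 (adjusted p = 0.0020; adjusted p = 0.606 with an estimated correlation). With age, all 8 were higher at PN1 than at E18.5 in controls, with a median of 0.60 (adjusted p = 2.39e-06; adjusted p = 0.398 with an estimated correlation). *Sqle* rose by 1.11 (SE 0.21, adjusted p = 0.0244) and *Fdps* by 0.66 (SE 0.12, adjusted p = 0.0160), calls that were lost without any of arrays 7, 8, 9, 14 and 15. In *ScapΔ/Δ* lungs 6 of the 8 were higher at PN1, with a median of 0.14 (adjusted p = 0.225), and *Fdps* rose by 0.45 (SE 0.12, adjusted p = 0.0209), a call lost without array 11 or 12. Without array 16, 3 of the 8 were higher with age there, with a median of −0.18 (adjusted p = 0.986), and *Fdps* rose by 0.29. The median was 0.09 without array 10, 0.28 without array 17, 0.40 without array 18, where the list passed (adjusted p = 0.0270), and −0.04 with arrays centred, and with quantile normalization it was 0.25 and the list passed (adjusted p = 0.0166). With array 16 alone all 8 were higher, with a median of 0.73 (adjusted p = 8.80e-08). The study chose these 8 genes on the same arrays, so their direction is not independent evidence. Without PN1 knockout array 16 each gene named here passed the test at PN1, as did 14010 probe sets in all. *Dgat1* was at −0.73 there, against −0.25 without array 17 and 0.15 with array 16 alone.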

An important functional difference between the genes regulated at E17.5 compared to PN1 (in addition to regulation of lipid homeostasis) was the finding that a number of genes in cluster 7 play important roles during lung morphogenesis, maturation and surfactant function including *Foxa2*, *Fgf18*, *Sftpa1*, *Sftpb* and *Abca3*.

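*Sftpa1*, which encodes surfactant protein A, averaged 11.07 ± 0.71 (SD, n = 3) in PN1 *ScapΔ/Δ* lungs and 12.92 ± 0.07 (SD, n = 3) in controls, a log2 fold change of −1.85 (SE 0.34, adjusted p = 0.0830). *Sftpb*, which encodes surfactant protein B, averaged 12.47 ± 0.18 (SD, n = 3) against 13.04 ± 0.06 (SD, n = 3), a log2 fold change of −0.57 (SE 0.09, adjusted p = 0.0792). The lamellar body lipid transporter gene *Abca3* had −0.39 (SE 0.13, adjusted p = 0.0998), and *Fgf18*, a growth factor gene of alveolar formation, −0.57 (SE 0.20, adjusted p = 0.1002). At E18.5 the log2 fold changes were −0.84 (SE 0.34, adjusted p = 0.535) for *Sftpa1*, −0.20 (SE 0.09, adjusted p = 0.541) for *Sftpb* and −0.36 (SE 0.13, adjusted p = 0.521) for *Abca3*. All 10 measured genes that the paper names for lung development in cluster 7 were below the controls at PN1, with a median of −0.51 (adjusted p = 1.77e-04; adjusted p = 0.618 with an estimated correlation), and all 10 passed when adjusted over the list alone, which is not independent evidence for genes chosen on the same arrays. From E18.5 to PN1, 8 of the 10 were higher in controls, with a median of 0.14 (adjusted p = 0.195), and 8 were lower in *ScapΔ/Δ* lungs, with a median of −0.20 (adjusted p = 0.391). Without array 16 all 10 were lower there, with a median of −0.42 (adjusted p = 0.0959), and with array 16 alone 3 were lower, with a median of 0.18. With all arrays *Sftpa1* fell with age in *ScapΔ/Δ* lungs by 0.99 (SE 0.34, adjusted p = 0.0429) and *Sftpb* by 0.33 (SE 0.09, adjusted p = 0.0237), calls that were lost without any of arrays 11, 12, 17 and 18 and with quantile normalization, with *Sftpa1* at −0.64 without array 12 and −0.21 with array 16 alone, where *Sftpb* was at −0.13. Without PN1 knockout array 16 the 4 genes passed the test at PN1, as did 14010 probe sets in all. Without control array 13 *Abca3* was at −0.25 and without array 18 *Fgf18* was at −0.37. The call of the list was lost without arrays 17 and 18, with a median of −0.06.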

**Figure 4:**
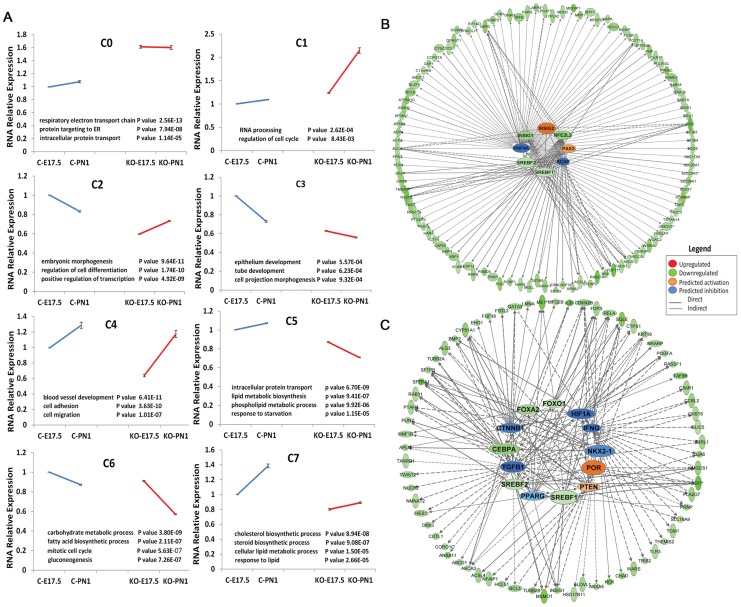
SREBP transcriptional network regulates lipogenic pathways. A) Clustering analysis of genes differentially expressed in *Scap^Δ/Δ^* mice vs. control at E17.5 and PN1 using a Self-organizing map. Genes from Clusters 5 and 7 were functionally enriched in lipid biosynthesis and metabolism. B) Upstream network analysis of Cluster 5 genes. Genes down-regulated in response to *Scap* deletion are shown as green nodes, genes that were unchanged but predicted to be involved in the process are shown in orange (activation) and blue (inhibition) respectively. C) Upstream network analysis of Cluster 7 genes. In addition to *Srebf1/2*, *Cebpa*, *Foxa2* and *Foxo1* were decreased in response to *Scap* deletion (shown as green nodes). Genes that were unaltered but predicted to be involved in the regulation of Cluster 7 genes, including *Por* and *Pten* (orange nodes indicate activation), *Tgfb1*, *Nkx2-1*, *Ifng*, *Pparg*, *Ctnnb1* and *Hif1a* (blue indicates inhibition), are shown.

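*Srebf1*, which encodes SREBP-1, averaged 9.05 ± 0.12 (SD, n = 3) in E18.5 *ScapΔ/Δ* lungs and 9.63 ± 0.06 (SD, n = 3) in controls, a log2 fold change of −0.58 (SE 0.10, adjusted p = 0.327). *Srebf2*, which encodes SREBP-2, averaged 9.52 ± 0.16 (SD, n = 3) against 10.11 ± 0.03 (SD, n = 3), a log2 fold change of −0.58 (SE 0.11, adjusted p = 0.375). At PN1 *Srebf1* had a log2 fold change of −0.30 (SE 0.10, adjusted p = 0.0950) and *Srebf2* −0.43 (SE 0.11, adjusted p = 0.0897). *Cebpa*, a transcription factor gene of epithelial differentiation, averaged 8.48 ± 0.43 (SD, n = 3) against 9.31 ± 0.12 (SD, n = 3) at PN1, a log2 fold change of −0.83 (SE 0.18, adjusted p = 0.0885). The lung maturation factor gene *Foxa2* had −0.59 (SE 0.19, adjusted p = 0.0926) and the insulin-responsive factor gene *Foxo1* −0.33 (SE 0.15, adjusted p = 0.148) at PN1. At E18.5 the log2 fold changes were −0.13 (SE 0.18) for *Cebpa*, −0.11 (SE 0.19) for *Foxa2* and −0.23 (SE 0.15) for *Foxo1*. *Srebf1*, *Srebf2*, *Cebpa* and *Foxa2* passed the test at PN1 without knockout array 16, as did 14010 probe sets in all. *Foxo1* did not, and was at −0.18 without control array 13.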

To understand the role of SCAP/INSIG/SREBP signaling in the regulation of lung lipid homeostasis at a network level we sought to identify potential upstream regulators and downstream targets using promoter and literature mining approaches. Proximal promoter sequences of genes in cluster 5 and 7 (2 kb upstream of each gene) were extracted and promoter analysis was performed to identify significantly over-represented cis-elements and corresponding transcription factors that are expressed in lung. A transcriptional network was constructed using the top 10 ranked transcription factor binding sites and their potential target genes (genes that contain positive binding sites in promoter region) in Cytoscape (http://www.cytoscape.org/). As shown in Figure 5, transcription factors in the *Lef*, *Stat*, *Cebp*, *Ebox/Creb*, *Fkhd*, *SP1*, *Pax* and *Nrf1* families are important regulatory hubs in the network and likely to be partners of SREBP that regulate perinatal lung lipid homeostasis. Literature mining was performed using IPA knowledge base (https://analysis.ingenuity.com/). Potential upstream regulators were predicted using genes from cluster 5 and 7 respectively. The biological relationship of predicted core regulators and their associated targets (based on literature) are illustrated in Figure 4B&C. As expected, SCAP/INSIG/SREBP were predicted as core regulators for both cluster 5 and 7 genes, but other core regulators in the network were distinct, indicating multiple gene-specific regulatory mechanisms are involved.

**Figure 5:**
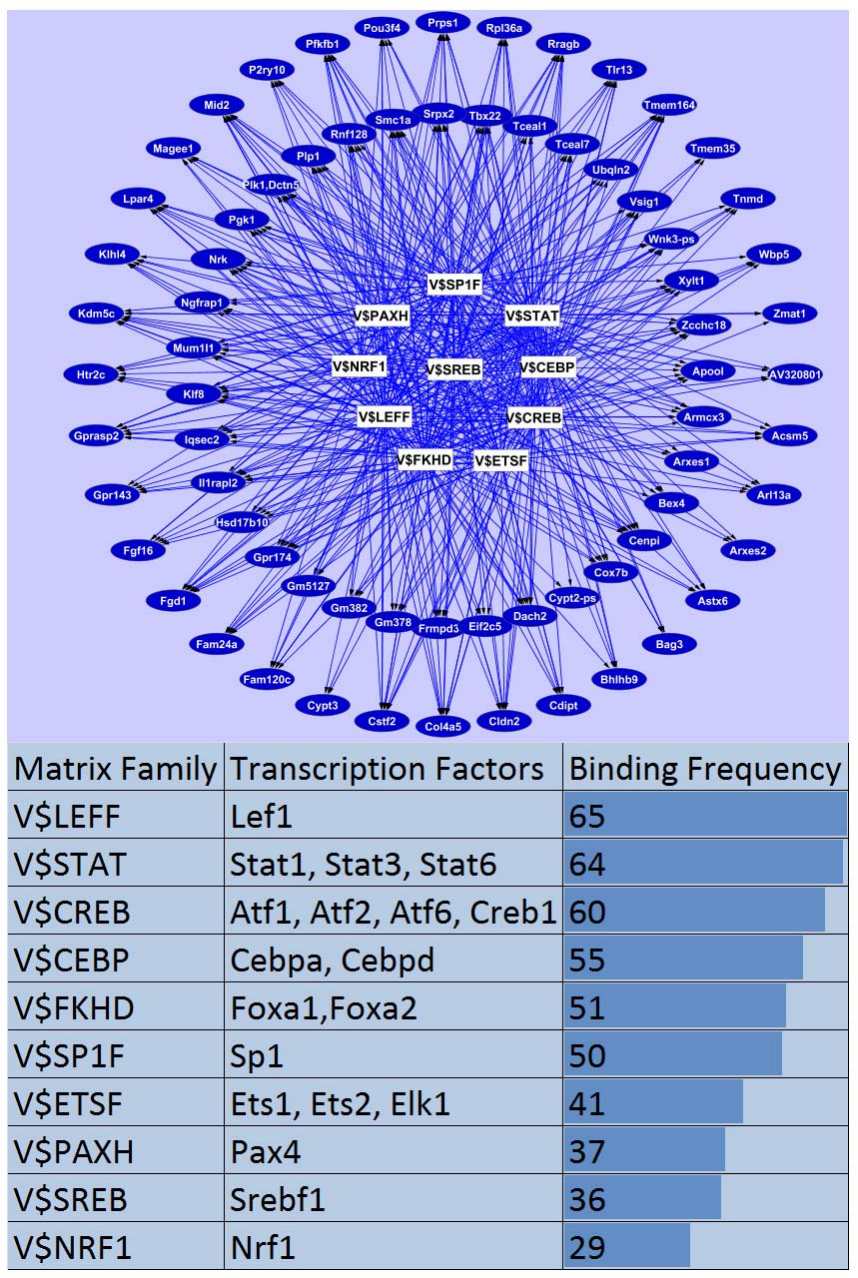
Putative SREBP co-factors mediating perinatal lung lipid homeostasis. A SREBP related transcriptional network was constructed based on the promoter analysis of genes within Clusters 5 and 7. Each connection between a matrix family (white rectangle) and a target gene (blue oval) represents at least one predicted binding site for a given transcription factor on the promoter region of that target gene.

### Identification of Potential Upstream Regulators of SREBP Signaling in Perinatal Lung Development

Differentially expressed genes in *Scap^Δ/Δ^* mice were subjected to an upstream regulator analysis to identify potential mediators that drive the overall genomic responses caused by deletion or activation of SREBP signaling. From this analysis, we identified potential regulators of SREBP signaling at different time points during lung maturation. Table 3 lists the top 10 candidate regulators that are most likely to be involved in the SREBP signaling pathway at E17.5, E18.5 and PN1, ranked by p-value. A group of transcriptional factors (TFs) including *Foxo3, Irf7, E2f4, Ctnnb1, Pou4f1, Gli1, and Gata3 (Gata6 may share similar group of downstream targets)* were predicted to regulate transcriptional responses to both the deletion of *Insig* and *Scap* at E17.5, but not at E18.5 or PN1. These transcription factors are known to positively regulate cell morphogenesis and proliferation, and negatively regulate cellular metabolic and biosynthetic processes, and programmed cell death. At E18.5 and PN1, *SREBF1/2*, *Foxo4*, *Nr1h2/3*, *Ppara* and *Pparg* were predicted to be important regulators of the SREBP signaling. 

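*Nr1h3*, which encodes the oxysterol receptor LXRα, averaged 9.08 ± 0.74 (SD, n = 3) in PN1 *ScapΔ/Δ* lungs and 9.95 ± 0.15 (SD, n = 3) in controls, a log2 fold change of −0.87 (SE 0.29, adjusted p = 0.0962). *Pparg*, which encodes a nuclear receptor of lipid storage, averaged 9.25 ± 0.43 (SD, n = 3) against 9.69 ± 0.07 (SD, n = 3), a log2 fold change of −0.44 (SE 0.17, adjusted p = 0.124). At E18.5 both lay above the controls, with log2 fold changes of 0.25 (SE 0.29, adjusted p = 0.769) for *Nr1h3* and 0.20 (SE 0.17, adjusted p = 0.695) for *Pparg*, and *Nr1h3* was at 0.38 without array 10 and 0.14 without array 12. Of 14 target genes of PPAR, 9 were above the controls at E18.5, with a median of 0.09 (adjusted p = 0.115), and 13 were below them at PN1, with a median of −0.29 (adjusted p = 0.102). The difference between the effects at the ages had a median of −0.36 (adjusted p = 0.0345; adjusted p = 0.854 with an estimated correlation). At E18.5, 6 of the 9 LXR targets were below the controls, with a median of −0.19 (adjusted p = 0.149). The paper predicts these regulators from their target genes, not from their own signal. Without PN1 knockout array 16 *Nr1h3* passed the test, as did *Pparg*, at −0.68, and 14010 probe sets at PN1 in all. *Nr1h3* was at −0.02 with array 16 alone. *Pparg* was at −0.28 without array 17 and at 0.05 with array 16 alone. The call of the PPAR difference was lost without array 8 (−0.32), 13 (−0.34) or 17 (−0.26), with arrays 17 and 18 left out (0.03), with quantile normalization (−0.24) and with arrays centred (−0.53), and the median was −0.57 without array 16.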

The activation status, either activated or inhibited, of the predicted upstream regulators in *Scap^Δ/Δ^* and *Insig1/2* ^Δ/Δ^ mice are listed in Table 4. The finding that *Srebf1* and *2* are two of the most inhibited TFs (associated with the lowest z-scores) in *Scap^Δ/Δ^* mice, and the most activated TFs in *Insig1/2* ^Δ/Δ^ mice, demonstrates the efficacy of this method to predict novel partners, co-factors and signaling molecules influenced by SREBP signaling in the perinatal lung. In addition to *Srebf1* and *2*, the activation status of *Pparg*, *Nr1h*, *Myc* and *Cdkn2A* were inversely predicted in *Scap^Δ/Δ^* and *Insig1/2* ^Δ/Δ^ mice, indicating that these factors are likely to be proximate downstream regulators of the SCAP/INSIG/SREBP cascade. 

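The 6 measured SREBP targets that the paper names in its text, *Scd1*, *Scd2*, *Fasn*, *Hmgcs1*, *Sqle* and *Lss*, were below the controls in *ScapΔ/Δ* lungs at both ages. Their median log2 fold change was −0.55 at E18.5 (adjusted p = 7.88e-07; adjusted p = 0.168 with an estimated correlation) and −1.04 at PN1 (adjusted p = 2.10e-06; adjusted p = 0.309 with an estimated correlation). In *Insig1/2Δ/Δ* lungs it was 0.63 (adjusted p = 7.96e-07; adjusted p = 0.345 with an estimated correlation). All 17 enzymes of cholesterol synthesis were above the controls in *Insig1/2Δ/Δ* lungs, with a median of 0.69 (adjusted p = 4.14e-27; adjusted p = 0.345 with an estimated correlation), and 15 passed when adjusted over the list alone. *Idi1* averaged 10.85 ± 0.26 (SD, n = 3) against 9.82 ± 0.10 (SD, n = 3) there, a log2 fold change of 1.03 (SE 0.14), and *Msmo1* had 1.05 (SE 0.13) and *Fdps* 0.81 (SE 0.11), with an adjusted p = 0.732 for each. Among genes of fatty acid and ketone metabolism, *Aacs* had 0.38 (SE 0.08) and *Fads1* 0.34 (SE 0.08, adjusted p = 0.758 for both). Of 20 genes of fatty acid synthesis, 18 were above the controls, with a median of 0.11 (adjusted p = 6.26e-05; adjusted p = 0.809 with an estimated correlation). The SREBP genes themselves had log2 fold changes of 0.34 (SE 0.13) for *Srebf1* and 0.09 (SE 0.11) for *Srebf2* in *Insig1/2Δ/Δ* lungs, and *Srebf2* was at 0.0012 without array 22 and 0.20 without array 24. The median of the fatty acid genes was 0.21 without array 21 or 22 and 0.05 without array 23. The targets were named by the study from these arrays, so their direction is not independent evidence.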

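*Nr1h3* averaged 9.98 ± 0.49 (SD, n = 3) in *Insig1/2Δ/Δ* lungs and 9.51 ± 0.25 (SD, n = 3) in controls, a log2 fold change of 0.47 (SE 0.26, adjusted p = 0.758). *Pparg* had a log2 fold change of 0.14 (SE 0.17, adjusted p = 0.821) in these lungs. *Myc*, a transcription factor gene of growth, averaged 9.47 ± 0.11 (SD, n = 3) against 9.43 ± 0.15 (SD, n = 3), a log2 fold change of 0.04 (SE 0.10, adjusted p = 0.918). In PN1 *ScapΔ/Δ* lungs *Myc* averaged 8.97 ± 0.51 (SD, n = 3) against 9.43 ± 0.11 (SD, n = 3), a log2 fold change of −0.46 (SE 0.20, adjusted p = 0.140). Of 9 targets of LXR, 8 were above the controls in *Insig1/2Δ/Δ* lungs, with a median of 0.17 (adjusted p = 0.0105; adjusted p = 0.809 with an estimated correlation). The 14 targets of PPAR had a median of 0.06 (adjusted p = 0.270), and 18 targets of MYC had −0.08 (adjusted p = 0.247), against −0.31 in PN1 *ScapΔ/Δ* lungs (adjusted p = 0.245). The paper infers its activation states from target genes, not from the signal of the regulator's own gene. It lists MYC as activated in *ScapΔ/Δ* mice and inhibited in *Insig1/2Δ/Δ* mice. That state is not tied to an age, and the MYC list tested here is not the paper's. The median of this list lay below the controls at PN1, and neither MYC median passed, so the activation state is not tested by these values. In *Insig1/2Δ/Δ* lungs the LXR call was lost without array 19 (median 0.14) or 23 (0.10), and the median was 0.27 without array 21 and 0.30 without array 22. *Nr1h3* was at 0.76 without array 22, *Pparg* at 0.32 without array 22, 0.03 without array 23 and 0.06 without array 19 or 24, and *Myc* was below 0 without array 21 (−0.03) or 22 (−0.03). At PN1 *Myc* passed the test without knockout array 16 (−0.75), as did 14010 probe sets in all. *Myc* was at −0.29 without array 18 and at 0.13 with array 16 alone.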

The activation status of *Cebpa*, *Ahr*, *Irf1*, *Nrf1* and *Hnf4a* were predicted to be in the same direction for *Scap^Δ/Δ^* and *Insig1/2* ^Δ/Δ^ mice, suggesting that these factors are likely influencing or co-regulating SCAP/SREBP signaling by more than one mechanism.

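*Irf1*, a transcription factor gene of the interferon response, averaged 9.90 ± 0.05 (SD, n = 3) in E18.5 *ScapΔ/Δ* lungs and 9.67 ± 0.05 (SD, n = 3) in controls, a log2 fold change of 0.23 (SE 0.12, adjusted p = 0.568). At PN1 it averaged 8.91 ± 0.29 (SD, n = 3) against 9.48 ± 0.01 (SD, n = 3), a log2 fold change of −0.57 (SE 0.12, adjusted p = 0.0893). In *Insig1/2Δ/Δ* lungs *Irf1* had a log2 fold change of 0.20 (SE 0.18, adjusted p = 0.779), which was 0.38 without array 22, 0.31 without array 21, 0.08 without array 20, 0.10 without array 24 and 0.11 without array 23. Another probe set of *Irf1* had −0.02, 0.27 and −0.06 in these comparisons, each opposite in sign. The paper's activation state of *Irf1* is inferred from target genes, not from this signal. Of 23 interferon-stimulated genes, 15 were above the controls at E18.5, with a median of 0.21 (adjusted p = 9.75e-04; adjusted p = 0.606 with an estimated correlation). At PN1, 19 of them were below, with a median of −0.39 (adjusted p = 0.0139; adjusted p = 0.847 with an estimated correlation), and in *Insig1/2Δ/Δ* lungs 18 of 20 were above, with a median of 0.26 (adjusted p = 9.96e-04; adjusted p = 0.809 with an estimated correlation). *Ifit3*, an interferon-induced antiviral gene, had log2 fold changes of 0.96 (SE 0.32, adjusted p = 0.511) at E18.5 and −0.86 (SE 0.32, adjusted p = 0.110) at PN1. At PN1 the list call was lost without array 14 (median −0.35) or 16 (−0.50). *Irf1* and *Ifit3* passed the test without array 16, as did 14010 probe sets in all. *Ifit3* was at −1.30 there and at 0.0087 with array 16 alone. In *Insig1/2Δ/Δ* lungs the list call was lost without array 23 (median 0.13), and the median was 0.40 without array 22.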

**Table 3:** Potential upstream regulators of SCAP/SREBP pathway (ranked by P-value).

E17.5 Only		E17.5 Insig^Δ/Δ^		E17.5 Scap^Δ/Δ^		E18.5 Scap^Δ/Δ^		PN1 Scap^Δ/Δ^	
Gene	P value	Gene	P value	Gene	P value	Gene	P value	Gene	P value
FOXO3	0.000599	SREBF2	2.44E-09	WT1	5.33E-06	SREBF2	3.26E-06	SREBF2	1.02E-12
IRF7	0.000997	TRIM24	2.07E-08	SPDEF	7.2E-06	FOXO4	4.17E-06	SREBF1	3.51E-10
E2F4	0.00373	SIRT2	5.33E-06	PROX1	2.32E-05	SREBF1	1.85E-05	SIRT2	3.59E-10
CTNNB1	0.00663	TP53	1.76E-05	KLF2	7.18E-05	NR1H3	0.000022	FOXO4	4.6E-07
POU4F1	0.00881	PPARA	0.000106	HHEX	9.65E-05	SIRT2	3.64E-05	PPARA	2.49E-05
GLI1	0.00989	WT1	0.000106	NFE2L2	0.000435	NR1H2	0.000452	NR1H2	7.24E-05
GATA3	0.0231	STAT3	0.00018	NOTCH1	0.000699	STAT6	0.000464	PPARGC1B	0.000173
SPDEF	7.2E-06	Smad2/3/4	0.000599	HTT	0.000829	PPARGC1B	0.00071	NR1H3	0.000189
		TOB1	0.000724	NFkB	0.000905	PPARA	0.00305	PPARG	0.00088
		SREBF1	0.000742	IRF7	0.000997	ETS1	0.00485	ESRRA	0.0017

**Table 4:** Potential upstream regulators of SCAP/SREBP pathway (ranked by Z-score).

Insig^Δ/Δ^			Scap^Δ/Δ^		
Gene	State	Z-score	Gene	State	Z-score
IRF7	Activated	4.326	MYC	Activated	5.109
NFkB (complex)	Activated	4.1	MYCN	Activated	4.464
SREBF1	Activated	3.999	PPARGC1A	Activated	3.683
CDKN2A	Activated	3.805	SMAD7	Activated	3.407
STAT1	Activated	3.457	NRF1	Activated	3.283
SREBF2	Activated	3.375	SPDEF	Activated	3.099
IRF1	Activated	3.372	HIC1	Activated	2.985
SPDEF	Activated	3.046	HNF4A	Activated	2.937
AHR	Activated	3.022	ESRRA	Activated	2.852
CEBPA	Activated	2.972	CEBPA	Activated	2.244
TRIM24	Inhibited	−3.065	SREBF1	Inhibited	−5.146
NCOA3	Inhibited	−2.932	SREBF2	Inhibited	−4.227
HOXA10	Inhibited	−2.797	PPARGC1B	Inhibited	−3.614
FOXM1	Inhibited	−2.705	NRIP1	Inhibited	−3.187
E2f	Inhibited	−2.508	NFYA	Inhibited	−3.172
BCL6	Inhibited	−2.497	E2f	Inhibited	−2.795
TCF4	Inhibited	−2.312	Creb	Inhibited	−2.643
NRIP1	Inhibited	−2.262	ESR1	Inhibited	−2.621
MYC	Inhibited	−2.258	Nr1h	Inhibited	−2.59
MEF2D	Inhibited	−2.246	GATA3	Inhibited	−2.388

### Suppression of Wnt/β-catenin Signaling by *Scap* Deletion at E17.5

From the microarray analysis, a number of Wnt/β-catenin signaling components, including ligands (*Wnt4/5a/7a*), receptors (*Fzd1/2/4, Lrp 1/5/6, Cdh1/2/4/5*) and effectors (*Ctnnb1*) were decreased in *Scap^Δ/Δ^* mice, particularly at E17.5 (Figure 6). In addition, several factors known to regulate Wnt-induced transcription, including NEMO-like kinase (*Nlk*), *Sox5/11* and retinoic acid receptor (*Rara/b*), were also decreased in *Scap^Δ/Δ^* mice.

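By group means, all 23 measured Wnt components that the paper names were below the controls in E18.5 *ScapΔ/Δ* lungs, with a median log2 fold change of −0.19 (adjusted p = 4.91e-04; adjusted p = 0.606 with an estimated correlation). The knockouts did not move alike: the median signal of the 23 genes was 10.21 on knockout array 10, above the 3 controls at 9.92, 10.01 and 10.03, and 9.80 and 9.59 on arrays 11 and 12. None of the 23 passed when adjusted over the list alone by limma, or over all probe sets, where 2107 were at an unadjusted p under 0.05 and the methods' test made 1 call. *Wnt7a*, a ligand gene of the lung epithelium, averaged 8.09 ± 0.19 (SD, n = 3) against 8.37 ± 0.08 (SD, n = 3) at E18.5, a log2 fold change of −0.28 (SE 0.26, adjusted p = 0.717). The cadherin gene *Cdh2* had −0.34 (SE 0.16, adjusted p = 0.541), the β-catenin gene *Ctnnb1* −0.09 (SE 0.09, adjusted p = 0.719) and the ligand gene *Wnt5a* −0.11 (SE 0.17, adjusted p = 0.832). The receptor genes *Fzd1*, *Fzd2* and *Fzd4* had −0.19 (SE 0.11), −0.24 (SE 0.14) and −0.24 (SE 0.18). Without array 10 *Ctnnb1* was at −0.18, *Wnt5a* at −0.23 and *Fzd1* at −0.29, without array 12 *Ctnnb1* and *Wnt5a* were at −0.02 each, and *Wnt5a* was at −0.06 without array 9. At PN1, 14 of the 23 were below, with a median of −0.12 (adjusted p = 0.948), and *Wnt7a* averaged 7.93 ± 0.70 (SD, n = 3) against 8.82 ± 0.03 (SD, n = 3), a log2 fold change of −0.89 (SE 0.26, adjusted p = 0.0914). *Cdh2* had −0.49 (SE 0.16, adjusted p = 0.0925) and *Wnt5a* −0.26 (SE 0.17, adjusted p = 0.286) at PN1. The paper names these genes as lower in *ScapΔ/Δ* mice, mostly at E17.5, and does not say which ages entered the choice. Their count is therefore not taken as independent evidence of their direction. *Wnt7a*, *Cdh2* and *Wnt5a* passed the test at PN1 without knockout array 16, as did 14010 probe sets in all. *Wnt5a* was at −0.42 there, −0.43 without array 14, −0.16 without array 13, −0.17 without array 17 and 0.04 with array 16 alone.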

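*Rarb*, which encodes a retinoic acid receptor, averaged 8.31 ± 0.39 (SD, n = 3) in PN1 *ScapΔ/Δ* lungs and 8.92 ± 0.13 (SD, n = 3) in controls, a log2 fold change of −0.61 (SE 0.16, adjusted p = 0.0897). *Axin2*, a target of Wnt signaling that also restrains it, averaged 9.36 ± 0.17 (SD, n = 3) against 9.69 ± 0.09 (SD, n = 3) at E18.5, a log2 fold change of −0.33 (SE 0.12, adjusted p = 0.511). At PN1 *Axin2* had −0.42 (SE 0.12, adjusted p = 0.0911). All 13 target genes of Wnt signaling were below the controls at E18.5, with a median of −0.10 (adjusted p = 0.0309; adjusted p = 0.606 with an estimated correlation). At PN1, 10 of the 13 were below, with a median of −0.22 (adjusted p = 0.260). The call at E18.5 was lost without any of arrays 9, 11 and 16 and with each array centred on its median. *Rarb* and *Axin2* passed the test at PN1 without knockout array 16, as did 14010 probe sets in all.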

**Figure 6:**
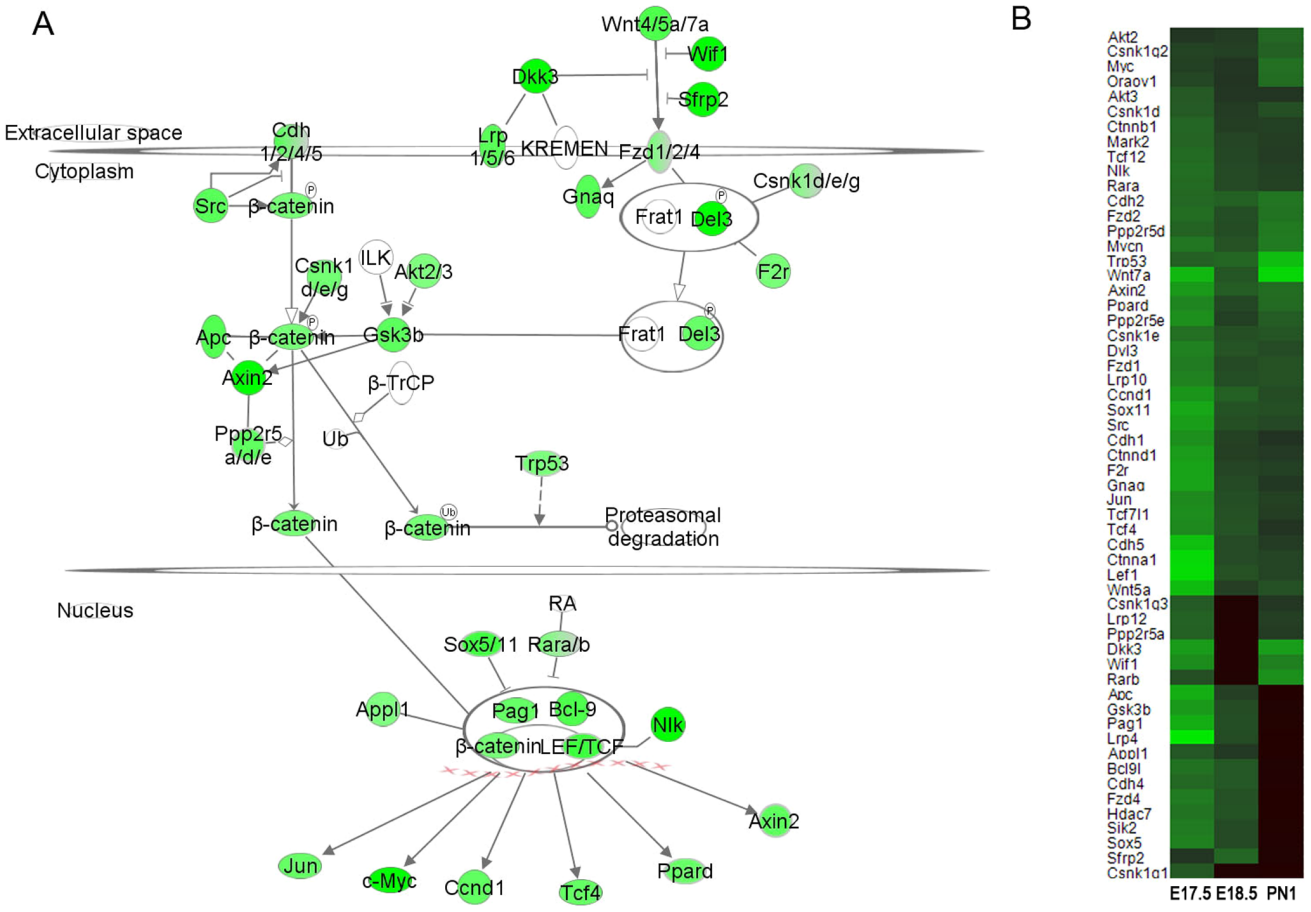
Epithelial *Scap* deletion in the perinatal lung suppresses Wnt/β-catenin signaling. (A) A schematic representation of mRNAs changed in the canonical Wnt/β-catenin pathway in *Scap^Δ/Δ^* perinatal lung (E17.5) is shown. Green nodes indicate mRNAs that were decreased in *Scap^Δ/Δ^* lungs with respect to control lungs. Wnt pathway genes that were not changed in response to *Scap* deletion are depicted as empty nodes. (B) Heatmap demonstrates decreased expression of genes encoding a number of key components in the Wnt/β-catenin pathway in *Scap^Δ/Δ^* vs. control mice, n = 3/group.

Suppression of the mRNAs of Wnt-pathway genes were confirmed by real time PCR analysis (Figure 7). Consistent with the RNA microarray findings, expression of several Wnt pathway genes were decreased in *Scap^Δ/Δ^* vs. control whole lung tissue at E17.5 (Figure 7A). Interestingly, the response of Wnt signaling genes in the absence of epithelial *Scap* were dynamic with respect to age. Expression of *Apc*, *Fzd1/2/4* and *Gsk3b* were slightly higher in *Scap^Δ/Δ^* vs. control lung tissue at PN1 (Figure 7B). We speculate that the suppression of Wnt pathway genes at E17.5 was due to the direct effect of *Scap* deletion from alveolar epithelial cells, while the moderate increase in a subset at PN1 may have resulted from the compensatory effect to the loss of SCAP in alveolar type II cells from adjacent cells such as lipofibroblasts, smooth muscle cells or endothelial cells [12].

**Figure 7:**
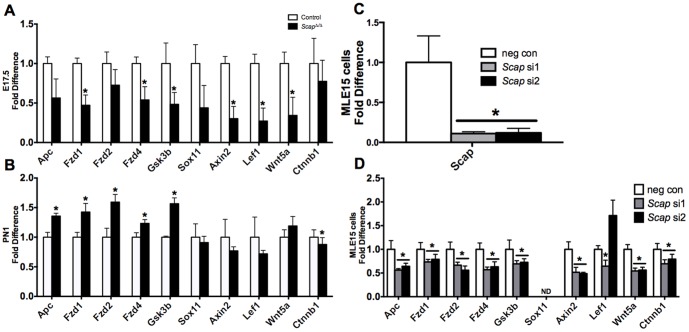
*Scap* modulates expression of Wnt pathway components. A and B) qPCR analysis demonstrates altered expression of Wnt signaling genes in *Scap^Δ/Δ^* E17.5 (A) and PN1 (B) whole lung tissue compared to littermate controls. Results were normalized to 18 s RNA, n = 3–4/group, *p<0.05 vs. control at the respective time point. C and D) qPCR analysis demonstrates decreased expression of *Scap* (C) and of Wnt pathway (D) genes in MLE15 cells following transfection with negative control (neg con) and two distinct *Scap* siRNAs (si1 and si2). Results were normalized to 18 s, n = 6 samples/group representing 3 independent experiments, *p<0.05 vs negative control. ND = non-detectable.

To test if SCAP/SREBP signaling directly regulates Wnt pathway genes in pulmonary epithelial cells, we performed siRNA-mediated knockdown of *Scap* in an immortalized mouse lung epithelial cell line, MLE15 cells. This approach effectively reduced *Scap* mRNA expression to 10–20% of control levels (Figure 7C). Consistent with the microarray observation at E17.5, siRNA knockdown of *Scap* reduced expression of all the Wnt pathway genes tested except *Sox11* and *Lef1* (Figure 7D). Sox11 expression is undetectable in MLE15 cells, and results for Lef1 expression were inconsistent using two independent Scap siRNA duplexes. Collectively, *in vivo*, *in vitro* and *in silico* data support the concept that SCAP/SREBP signaling has stage-specific roles in the regulation of Wnt pathway genes during lung development and maturation.

### Suppression of Glucocorticoid Receptor Signaling by Epithelial *Scap* Deletion

Glucocorticoid receptor (GR) signaling plays important roles in many physiological processes, including lung development and maturation [23]. Cellular responses to glucocorticoids are mediated primarily through binding to the intracellular GR (NR3C1) [24] and translocation of this complex to the nucleus where it interacts with multiple transcription factors including JUN, Nuclear Factor-KappaB, Octamer transcription factors OCT1 and OCT2, CREB binding protein and STAT5 to positively and negatively modulate gene expression. Expression of multiple GR cofactors and target genes were altered in *Scap^Δ/Δ^* lungs with respect to controls at E17.5, E18.5 and PN1 (Table 5). 

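Of 29 measured genes of Table 5, 24 were below the controls in E18.5 *ScapΔ/Δ* lungs on the matching arrays, with a median log2 fold change of −0.20 (adjusted p = 0.0486; adjusted p = 0.725 with an estimated correlation). *Tgfb2*, which encodes a transforming growth factor, fell by 0.38 (SE 0.09, adjusted p = 0.0208), *Smarca4*, which encodes a chromatin remodelling ATPase, by 0.35 (adjusted p = 0.0360) and *Jun*, which encodes a subunit of the AP-1 factor, by 0.27 (adjusted p = 0.0271). *Cdk7*, a kinase gene of transcription initiation, rose by 0.42 (SE 0.10, adjusted p = 0.0219), although a second probe set of *Cdk7* had −0.17 (adjusted p = 0.253) on the same arrays and −0.01 with all arrays. At PN1 on the matching arrays 10 of the 29 fell and 7 rose. Of all 22715 probe sets tested there, 8980 fell and 5756 rose, so these counts do not set the genes of Table 5 apart. With all arrays 24 of the 29 were below the controls at E18.5 and 17 at PN1, with medians of −0.11 (adjusted p = 0.275) and −0.08 (adjusted p = 0.626). With all arrays limma called 0 of the 29 at either age, with 2107 and 7363 probe sets of all tested at an unadjusted p under 0.05, and the methods' test made 1 call over all probe sets at each age. When adjusted over the list alone, 6 passed at PN1, which is not independent evidence, since the study chose these genes on the same arrays.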

The effect of SREBP on GR signaling was primarily seen at E17.5, where most of the GR-associated genes were decreased in perinatal *Scap^Δ/Δ^* lungs. Similar to the alterations observed in Wnt signaling, a subset of genes displayed a moderate increase of expression at PN1, which may be due to compensation via adjacent cells. 

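At PN1 on the matching arrays, 7 of the 29 genes of Table 5 rose in *ScapΔ/Δ* lungs. That is near the share over all probe sets there, of which 5756 of 22715 rose. *Pik3c2g*, a lipid kinase gene, rose by 1.02 (SE 0.21, adjusted p = 0.0018), the acetyltransferase gene *Crebbp* by 0.84 (adjusted p = 0.0010), the receptor co-activator genes *Ncoa2* and *Ncoa1* by 0.52 (SE 0.11, adjusted p = 0.0016) and 0.31 (SE 0.11, adjusted p = 0.0339), and the RNA polymerase subunit gene *Polr2k* by 0.38 (SE 0.10, adjusted p = 0.0097). With all arrays *Pik3c2g* averaged 7.45 ± 0.38 (SD, n = 3) against 6.65 ± 0.14 (SD, n = 3), a log2 fold change of 0.80 (SE 0.24, adjusted p = 0.0914). *Polr2k* averaged 7.61 ± 0.24 (SD, n = 3) against 7.33 ± 0.10 (SD, n = 3), a log2 fold change of 0.28 (SE 0.13, adjusted p = 0.164), which was 0.15 without array 17 and 0.07 with array 16 alone. *Pik3c2g* was among the 6 genes that passed when adjusted over the list alone, and the other 5, *Cebpa*, *Nos2*, *Mapk10*, *Ptgs2* and *Stat5b*, were lower. These genes come from a table that the study drew from the same arrays, so the counts are not independent evidence. With array 16 alone *Ncoa1* and *Ncoa2* turned, with −0.16 for each. The paper proposes that increases at PN1 come from compensation by adjacent cells.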

Glucocorticoid receptor (*Nr3c1*), three GR co-activators *(Ncoa1, Ncoa2, and Ncoa3)* and GR target genes (*Tgfb1, Tgfb2 and Smad3*) were significantly decreased in *Scap^Δ/Δ^* lungs at E17.5 and E18.5. 

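On the matching arrays at E18.5 *Nr3c1*, the glucocorticoid receptor gene, had a log2 fold change of −0.18 (SE 0.09, adjusted p = 0.165) in *ScapΔ/Δ* lungs. Its co-activator genes had −0.25 (SE 0.11, adjusted p = 0.137) for *Ncoa1*, −0.20 (SE 0.11, adjusted p = 0.177) for *Ncoa2* and −0.18 (SE 0.09, adjusted p = 0.172) for *Ncoa3*. *Smad3*, which carries transforming growth factor signals to the nucleus, had −0.33 (SE 0.11, adjusted p = 0.0601) and *Tgfb1* −0.18 (SE 0.08, adjusted p = 0.120), while *Tgfb2* was the gene of this group that passed. With all arrays *Nr3c1* averaged 10.43 ± 0.15 (SD, n = 3) against 10.52 ± 0.03 (SD, n = 3) at E18.5, a log2 fold change of −0.09 (SE 0.10, adjusted p = 0.744). *Ncoa1* had −0.12 (SE 0.16, adjusted p = 0.798), *Ncoa2* −0.09 (SE 0.19, adjusted p = 0.870) and *Ncoa3* −0.07 (SE 0.12, adjusted p = 0.851). *Tgfb2* averaged 10.37 ± 0.16 (SD, n = 3) against 10.66 ± 0.08 (SD, n = 3), a log2 fold change of −0.29 (SE 0.11, adjusted p = 0.511), and *Smad3* had −0.18 (SE 0.14, adjusted p = 0.663) and *Tgfb1* −0.16 (SE 0.12, adjusted p = 0.638). Leaving out array 12 gave −0.03 for *Nr3c1*, −0.03 for *Ncoa1*, −0.02 for *Ncoa2*, 0.0093 for *Ncoa3* and −0.08 for *Smad3*, and leaving out array 10 gave the values of the matching arrays. *Ncoa2* was at −0.04 without array 11 and −0.06 without array 9, and *Ncoa3* at −0.04 without array 11, −0.03 without array 9 and −0.10 without array 8. Arrays of *ScapΔ/Δ* mice at E17.5 are not analysed here.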

*Nr3c1* interacts with *Ncoa1* and *Ncoa2* to regulate transforming growth factor beta (*Tgfb1*) signaling via increased transcriptional activation of SMAD family member 3 (*Smad3*) [25]–[27]. 

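*Ptgs2*, which encodes the prostaglandin-forming enzyme cyclooxygenase 2, averaged 8.70 ± 0.22 (SD, n = 2) in E18.5 *ScapΔ/Δ* lungs on the matching arrays and 7.88 ± 0.14 (SD, n = 3) in controls. This is a rise of 0.82 on the log2 scale (SE 0.20, adjusted p = 0.0228). With all arrays *Ptgs2* averaged 8.79 ± 0.21 (SD, n = 3) at E18.5, a log2 fold change of 0.91 (SE 0.24, adjusted p = 0.511), and the 3 knockout arrays all lay above the controls. At PN1 with all arrays it averaged 8.09 ± 0.50 (SD, n = 3) against 8.93 ± 0.32 (SD, n = 3), a log2 fold change of −0.83 (SE 0.24, adjusted p = 0.0914). It fell by 1.08 (SE 0.20, adjusted p = 8.95e-04) on the matching arrays. Without knockout array 16 it passed at PN1, as did 14010 probe sets in all. At E18.5 the Table 5 genes above the controls with all arrays were *Ptgs2*, *Cdk7* at 0.32 (SE 0.17, adjusted p = 0.568), *Pik3c2g* at 0.62 (SE 0.24, adjusted p = 0.525), *Polr2k* at 0.10 (SE 0.13, adjusted p = 0.791; 0.02 without array 12, 0.04 without array 9 and 0.19 without array 10) and the kinase gene *Mapk10* at 0.10 (SE 0.14, adjusted p = 0.794).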

*Ptgs2* was one of four genes linked to GR signaling that was significantly increased in perinatal *Scap^Δ/Δ^* lungs. In the rat renal cortex, *Ptgs2* expression is suppressed by endogenous glucocorticoid levels through *Nr3c1* and inhibition of *Nr3c1* results in increased expression of *Ptgs2* in the presence of dexamethasone [28]–[30]. These data indicate that epithelial *Scap/Srebp* signaling influences the expression of multiple GR signaling components in the lung in a time-dependent manner.

**Table 5:** Glucocorticoid receptor signaling was suppressed in *Scap* ^Δ/Δ^ mice in perinatal lung at E17.5.

Symbol	E17.5	E18.5	PN1	RefseqID
Foxo3	0.52	0.79	0.85	NM_019740
Polr2a	0.54	0.81	1.27	NM_009089
Map3k1	0.58	0.77	1.03	NM_011945
Nos2	0.60	0.79	0.68	NM_010927
Pik3r4	0.60	0.87	0.95	NM_001081309
Smad3	0.61	0.80	0.93	NM_016769
Tgfb2	0.62	0.77	0.85	NM_009367
Pou2f1	0.63	0.77	1.52	NM_011137
Polr2b	0.66	0.90	0.73	NM_153798
Smarca2	0.66	0.90	1.01	NM_011416
Smarca4	0.66	0.77	1.30	NM_001174078
Crebbp	0.66	0.79	1.82	NM_001025432
Nrip1	0.67	0.87	1.19	NM_173440
Jun	0.67	0.82	0.89	NM_010591
Atm	0.67	0.90	1.19	NM_007499
Nfatc3	0.67	0.83	0.75	NM_010901
Ncoa1	0.68	0.85	1.24	NM_010881
Sos1	0.68	0.90	0.91	NM_009231
Ncor2	0.68	0.78	1.41	NM_011424
Nfkb1	0.69	0.92	0.84	NM_008689
Pik3r1	0.69	0.84	1.38	NM_001077495
Ncoa3	0.70	0.88	1.10	NM_008679
Cdk7	0.71	0.90	0.58	NM_009874
Nr3c1	0.72	0.87	0.97	NM_008173
Ncoa2	0.76	0.86	1.43	NM_008678
Mapk14	0.80	0.89	0.87	NM_011951
Mapk3	0.81	0.89	0.68	NM_011952
Cebpa	0.82	0.91	0.48	NM_007678
Stat5b	0.84	0.88	0.71	NM_001113563
Mapk10	0.91	1.13	0.68	NM_009158
Pik3c2g	1.15	1.32	1.83	NM_207683
Polr2k	1.40	1.84	1.30	NM_001039368
Ptgs2	1.98	1.72	0.50	NM_011198

### miRNAs Responsive to *Scap* Deletion in Perinatal Lung

MicroRNAs control many physiological and pathological processes through post-transcriptional regulation of gene expression. To assess the role of the SREBP signaling cascade in the regulation of miRNAs, genome-wide miRNA expression profiling was compared in *Scap^Δ/Δ^* and control mice at E18.5. We identified 22 miRNAs that were differentially expressed in response to *Scap* deletion in epithelial cells (Table 6). Among these, 11 miRNAs were increased and 11 were decreased. Target genes were predicted for differentially expressed miRNAs using the miRNA Target Filter tool in Ingenuity Pathway Analysis. Target genes were further filtered if their differential expression patterns were negatively correlated to those of differentially expressed miRNAs in *Scap^Δ/Δ^* vs. control mice. Several miRs associated with the regulation of lipid metabolism were differentially expressed in *Scap^Δ/Δ^* lungs at E18.5, including miR-122, miR-33, miR-29, miR-106 and miR-335 (Table 6). These data suggest that, in addition to the transcriptional regulation of lipid homeostasis by SREBPs, altered miRNAs in response to Scap/Srebp deletion is likely to further modulate lipogenic gene expression at the posttranscriptional level to regulate lipid homeostasis.

**Table 6:** Differentially expressed miRNA in E18.5 *Scap* ^Δ/Δ^ vs. control mouse lungs.

Symbol	Fold Change	Target Count	Function and Reference
miR-122	2.5	17	key regulator of cholesterol and fatty-acid metabolism (Esau, 2006); regulate lipogenic gene expression including SREBF-1c, Fasn, Hmgcs1, Sqle and Acaca (Krutzfeldt, 2005; Iliopoulos, 2010)
miR-196a	1.79	23	inducible brown adipogenesis by suppresse the expression of the white-fat gene Hoxc8 (Mori, 2012)
miR-602	1.75	10	
miR-449c	1.72	51	highly expressed in lung shortly before and after birth, induce epithelia differentiation by repressing the Notch pathway (Bao, 2012, Lize, 2010)
miR-1202	1.64	27	
mir-4784	1.64	4	
miR-647	1.56	32	
miR-29a	1.54	21	pathogenesis of pulmonary fibrosis (Cushing, 2010), regulates pro-inflammatory cytokine secretion by targeting Insig1, Srebf1 and Lpl (Chen, 2011,Hulsmans 2011)
miR-192	1.54	1	
miR-15a	1.52	8	pre-adipocyte differentiation, targeting DLK1(McGregor, 2011)
miR-375	1.28	7	alveolar epithelial cell differentiation by inhibiting Wnt/β-catenin pathway (Wang, 2012)
miR-103a	−1.3	15	regulation of lipid metabolism (Wilfred, 2007)
miR-33	−1.35	8	key post-transcriptional regulator of cellular cholesterol and lipid homeostasis, hosted within the introns of Srebf2 and Srebf1 (Rayner, 2010; Marquart, 2010; Najafi-Shoushtari, 2010)
miR-335	−1.37	2	up-regulation of microRNA-335 is associated with lipid metabolism and obesity (Nakanishi, 2009)
miR-363	−1.54	22	
miR-185-5p	−1.57	17	regulates adipocyte differentiation, up-regulated in mature adipocytes while down-regulated in obese men (Ortega, 2010)
miR-376b	−1.58	26	
miR-204	−1.62	29	regulated by STAT3, down-regulated in pulmonary arterial hypertension(Courboulin, 2011)
miR-1	−1.66	29	regulate by SREBF1 and Cebpa (Granjon, 2009)
miR-290-5p	−1.8	12	
miR-124-3p	−1.86	43	down-regulated during fetal lung development, inhibits fetal alveolar epithelial cell maturation
miR-133b	−1.91	25	regulate by SREBF1 (Granjon, 2009), inflammatory lung disease(Oglesby, 2010); insulin-dependent diabetes mellitus (Li, 2009)

Several miRNAs known to influence lung development, maturation and disease were also differentially expressed in *Scap^Δ/Δ^* vs. control lungs including miR-1, miR-124, miR-29 and miR-133. Previous data demonstrated a link between miR-1 and glucocorticoid signaling. Treatment with dexamethasone and myostatin induced miR-1 expression via nuclear translocation of *Nr3c1* [31]. miR-1 is known to be regulated by *Srebf1* and *Cebpa*, both of which are important regulators of lipogenesis in alveolar type II cells [32]. miR29 is associated with the pathogenesis of pulmonary fibrosis [33] and regulates pro-inflammatory cytokine secretion by targeting *Insig1*, *Srebf1* and *Lpl* [34], [35]. miR-133, regulated by SREBP1 [32], is associated with inflammatory lung disease [36]. Our data support the concept that a group of microRNA involved in lipid metabolism and lung development/maturation were dysregulated in response to *Scap* deletion in epithelial cells, potentially contributing to the crosstalk between SREBP signaling and pathways critical for lung development and maturation (e.g., glucocorticoid signaling pathway), connecting the “lipid” and “lung” related transcripts within the SREBP network.

## Discussion

We sought to identify the role of epithelial SREBP, a known regulator of cellular lipid homeostasis in multiple tissues, during a critical time period of perinatal lung development and maturation from E17.5 to PN1. Our data show that SCAP/INSIG/SREBP signaling primarily influences epithelial development, cell death and cell proliferation at E17.5, while primarily influencing surfactant physiology, lipid/sterol synthesis, and phospholipid transport at PN1. In addition to regulating the lipogenesis program that was dominant at the later stage of lung development, this study demonstrates cross-talk between SREBP signaling and two other signaling pathways important for lung development and maturation, Wnt/β-catenin and glucocorticoid receptor signaling. Epithelial SCAP/INSIG/SREBP signaling regulates expression of miRNAs that control lipid homeostasis and glucocorticoid signaling at the post-transcriptional level. Taken together, our analysis demonstrates that SCAP/INSIG/SREBP regulates perinatal lung lipogenesis and maturation through its interactions with diverse regulatory partners.

SatPC pool sizes were significantly decreased in *Scap^Δ/Δ^* lungs at E18.5 and PN1 (Figure 2A). SatPC production and secretion by alveolar type II cells increases prior to birth to facilitate the transition to air breathing. Synthesis of SatPC occurs by direct de novo synthesis (Kennedy pathway) and the remodeling of existing monosaturated PC species in alveolar type II cells (Lands cycle, also known as the remodeling pathway); the relative contribution of these pathways to the total SatPC pool is approximately equal *in vitro* and *in vivo Pcyt1a* is the rate-limiting enzyme for the de novo synthesis pathway and is critically required for SatPC production and lung function at birth [37]. Two genes in the de novo synthesis pathway (*Pcyt1a and Pld4*) and two in the remodeling pathway (*Lpcat1 and 3*) were significantly decreased in perinatal *Scap^Δ/Δ^* lungs, all four of which belong *to* the lipid-enriched cluster, Cluster 5 (Figure 4B, Table S1). 

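*Pcyt1a*, which encodes the rate-limiting enzyme of phosphatidylcholine synthesis, averaged 8.89 ± 0.55 (SD, n = 3) in PN1 *ScapΔ/Δ* lungs and 9.54 ± 0.08 (SD, n = 3) in controls, a log2 fold change of −0.65 (SE 0.22, adjusted p = 0.0963). *Pld4* averaged 9.62 ± 0.85 (SD, n = 3) against 10.48 ± 0.06 (SD, n = 3), a log2 fold change of −0.86 (SE 0.31, adjusted p = 0.108). In the remodeling pathway, *Lpcat1* had −0.65 (SE 0.10, adjusted p = 0.0764) and *Lpcat3* −0.65 (SE 0.16, adjusted p = 0.0897). At E18.5 the log2 fold changes were −0.21 (SE 0.22, adjusted p = 0.738) for *Pcyt1a*, 0.13 (SE 0.31, adjusted p = 0.894) for *Pld4*, −0.38 (SE 0.10, adjusted p = 0.511) for *Lpcat1* and −0.29 (SE 0.16, adjusted p = 0.572) for *Lpcat3*. *Pcyt1a* was at −0.33 without array 10 and −0.14 without array 11, and *Pld4* at 0.06 without array 8. Of 29 genes of phospholipid synthesis, 24 were below the controls at PN1, with a median of −0.24 (adjusted p = 0.0152; adjusted p = 0.735 with an estimated correlation), and 12 fell and 1 rose when adjusted over the list alone. The 4 genes passed the test at PN1 without knockout array 16, as did 14010 probe sets in all. *Pld4* was at −1.35 there and at 0.12 with array 16 alone.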

*Lpcat1* and *Lpcat3* encode lysophospholipid acyltransferases that, in conjunction with phospholipases, generate SatPC via the remodeling pathway. *Lpcat1* primarily reacylates lysoPC with a saturated fatty acid donor and is required for pulmonary SatPC production in fetal mice [38]. *Lpcat3* also demonstrates lysoPC acyltransferase activity, is expressed in the lung and at high levels in the liver where it drives phospholipid remodeling [39], [40]. *Pcyt1a*, *Lpcat1 and Pld4* have putative Srebp binding sites in their proximal promoters that are conserved between mouse, rat and human, suggesting that they are likely direct targets of the SCAP/SREBP/INSIG pathway (data not shown). Collectively, in addition to driving the initial phases of lipogenesis in the lung (discussed below), these data are consistent with the concept that *Scap* also drives the final steps of SatPC synthesis during late pulmonary maturation, in part, through induction of *Pcyt1a*, *Lpcat1*, *Lpcat3* and *Pld4* expression.

We used a combination of profile clustering, promoter mining and literature mining approaches to identify potential upstream regulators and downstream targets of SCAP. Through this analysis, differentially expressed genes in *Scap^Δ/Δ^* vs. control mice were placed into 8 distinct clusters based on expression similarity. Genes in clusters 5 and 7 were both functionally involved in the lipid synthesis, metabolism and transport. Additionally, cluster 7 genes also play important roles in lung development and function including *Sftpb, Abca3, Fgf18 and Pdgfa*. 

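*Pdgfa*, a growth factor gene of alveolar septation, averaged 10.81 ± 0.43 (SD, n = 3) in PN1 *ScapΔ/Δ* lungs and 11.33 ± 0.04 (SD, n = 3) in controls, a log2 fold change of −0.52 (SE 0.17, adjusted p = 0.0958). Knockout array 16, at 11.31, lay among the controls, and arrays 17 and 18, at 10.52 and 10.59, lay below them. *Pdgfa* passed the test without knockout array 16, as did 14010 probe sets at PN1 in all. On the matching arrays it fell by 0.77 (SE 0.08, adjusted p = 1.68e-05).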

Mutations in the genes encoding *Sftpb* and *Abca3* are associated with respiratory distress and interstitial lung disease in the pediatric population (SFTPB; Online Mendelian Inheritance in Man [OMIM] number 178640, ABCA3; OMIM number 601615) and mutations in the human SFTPA1 gene (c.655C>T (rs4253527)) increase the risk of idiopathic pulmonary fibrosis (http://www.ncbi.nlm.nih.gov/clinvar/RCV000014093.1/). *Fgf18* is required for late stage embryonic lung alveolar development as *Fgf18* deficiency in mice resulted in reduced alveolar spaces associated with thickened interstitial mesenchymal compartments [41]. *Pdgfa* is critical for alveolar myofibroblast ontogeny. Postnatally surviving *Pdgfa(−/−)* mice develop emphysema secondary to the failure of alveolar septation [42]. Other notable genes in cluster 7 include *Hes1*, *Hyal1*, *Clic5*, *Cdo1*, *Hck*, and *Twist2*, the deletion/mutation of which all lead to abnormal pulmonary alveolar morphology (information from http://www.informatics.jax.org/phenotypes.shtml MP:0002132).

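*Clic5*, which encodes a protein of the cell cortex, averaged 11.57 ± 0.20 (SD, n = 3) in PN1 *ScapΔ/Δ* lungs and 11.99 ± 0.06 (SD, n = 3) in controls, a log2 fold change of −0.42 (SE 0.10, adjusted p = 0.0897). *Hes1*, a target of Notch signaling, averaged 9.98 ± 0.48 (SD, n = 3) against 10.43 ± 0.07 (SD, n = 3), a log2 fold change of −0.45 (SE 0.18, adjusted p = 0.130). The cysteine dioxygenase gene *Cdo1* had −0.51 (SE 0.23, adjusted p = 0.1497) and the transcription factor gene *Twist2* −0.47 (SE 0.15, adjusted p = 0.0918). Without knockout array 16 the 4 genes passed the test, with *Hes1* at −0.73 and *Cdo1* at −0.83, as did 14010 probe sets at PN1 in all. With array 16 alone *Hes1* was at 0.10 and *Cdo1* at 0.14.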

Potential upstream regulator analysis of cluster 5 (C5) and cluster 7 (C7) genes identified SREBP as a common key regulator for both C5 and C7 genes; however, other potential key regulatory partners in C5 and C7 were distinct. As shown in Figure 4B, *Hnf4a*, *Pax3*, and *Nfe2l2* were predicted as major regulators working in concert with SCAP/INSIG/SREBP signaling to control expression of C5 genes. *Hnf4* (Hepatocyte nuclear factor 4-alpha) was ranked as the 6th important key regulatory hub of C5 based on over-representative p-values (SREBP2, SCAP, SREBP1, INSIG1, INSIG2 were listed 1–5) and as the top TF in the network based on the target gene numbers in C5 (regulating 15% of C5 genes, data not shown). HNF4 regulates a number of genes involved in fatty acid synthesis (*Acly*, *Asah1*, *Mid1ip1*, *Scd1* and *Tp53*); phospholipid synthesis (*Acp6*, *Pcyt1a*, *Lypla2*, *Pitpnb* and *Scd1*); and lipid transport (*Slc25a1*, *Slc17a5*, *Rab7a*, and *Asah1*). Multiple lines of evidence suggest that SREBP1/2 directly binds and regulates *Hnf4* expression *in vivo* and *in vitro* [43]–[46]. *Nfe2l2* (Nuclear factor erythroid 2-related factor 2) and *Pax3* (paired box gene 3) influence *Srebf1* expression in mouse liver and human medulloblastoma cell line [47], [48]. On the other hand, *Por, Pparg, Cebpa, Nkx2-1, Tgfb1, Ctnnb1, Foxo1, Foxa2, and Ifng* were predicted as central hubs working together with SREBP to regulate gene expression in cluster 7 (Figure 4C). *Srebf1*, *Cebpa* and *Pparg* are known transcription factors that regulate lipogenesis in various tissues. CEBPA directly binds to the promoter of *Srebp-1c* and positively regulates SREBP1c expression during adipogenesis [49]. Activation or deletion of SREBP1c lead to a corresponding increase or decrease in CEBPA expression in hepatocytes and adipocytes [49]–[51]. Similarly, SREBP1c and PPARG transactivate each other's expression in hepatic cells and adipocytes [52]–[55], therefore SREBP, CEBPA and PPARG share the same transcriptional network controlling lipogenesis and metabolism. *Foxo1* is a master regulator of energy metabolism in multiple tissues [56]. In the liver, *Cebpa* forms an interaction complex with *Foxo1* to suppress *Foxo1* expression [57], [58] and *Foxo1* inhibits SREBP-1c expression and other lipogenic genes [59]. Previous work has shown that NKX2-1 and SREBP co-regulated *Abca3* expression through two distinct cis-acting regulatory cassettes, a ‘lung regulatory unit’ (TTF-1, GATA, FOXA2, CEBPA, etc.) and a ‘lipid regulatory unit’ (SREBP, SP1) present in *Abca3* promoter [60]. It is likely that genes sharing both ‘lung’ and ‘lipid’ properties in cluster 7 are regulated through similar mechanisms.

One unexpected finding from this study was suppression of multiple Wnt pathway components in the *Scap^Δ/Δ^* lungs, including ligands (*Wnt 5/5a/7a*), receptors (*Fzd 1/2/4*) and effectors (*Gsk3b, Ctnnb1*) (Figure 6, Figure 7A and 7B). Results initially identified by microarray analysis were confirmed at the mRNA level in MLE15 cells in which endogenous *Scap* was inhibited, demonstrating a direct effect of *Scap* in the regulation of specific Wnt signaling pathway components (Figure 7D). Wnt signaling is critically required for pulmonary epithelial and vascular development [61]–[64] and has been implicated in chronic lung diseases including pulmonary fibrosis [65]–[67] and chronic obstructive pulmonary disease [68], [69]. Defects in lung morphology were not observed in *Scap^Δ/Δ^* lungs in the present study (data not shown). One possible explanation is that the degree of Wnt suppression in *Scap^Δ/Δ^* lungs was insufficient to phenocopy mouse models of epithelial Wnt loss [70], [71]. It is also possible that residual *Scap* expression, due to incomplete deletion of *Scap* from epithelial cells in our model, was sufficient to maintain Wnt signaling adequate to support normal pattering of the lung.

In addition to its role in organogenesis, the Wnt signaling pathway has emerged as a key regulator of lipogenesis in mice and humans where it acts as a suppressor of adipocyte maturation. Three Wnt ligands have been implicated in suppression of adipogenesis in mice including WNT10b, WNT5a and WNT5b [72]. Enhanced Wnt signaling blocks adipogenesis via inhibition of the central transcriptional regulators CEBPA and PPARg [73]. The biological significance of Wnt suppression in *Scap^Δ/Δ^* lungs is currently unknown. However, we postulate that suppression of Wnt signaling in *Scap^Δ/Δ^* alveolar type II cells serves as a compensatory mechanism to increase surfactant lipogenesis in the absence of SCAP/INSIG/SREBP signaling. The compensatory regulation of lipogenesis in the absence of SCAP in epithelial cells is consistent with previous findings in the adult lung wherein phospholipid synthesis was decreased in type II cells of adult *Scap^Δ/Δ^* mice; storage, synthesis, and transfer of lipids by lung lipofibroblasts were increased [12]. Similarly, SCAP deletion in the liver resulted in a compensatory increase in fatty acid synthesis in adipocytes [74].

MicroRNAs have emerged as key regulators of various cellular metabolic pathways, including lipogenesis. In this study we identified multiple miRs that were differentially expressed in *Scap^Δ/Δ^* mice. miR122 and miR33 are known to directly regulate lipid metabolism and lipid homeostasis in the liver [75], [76]. miR-33 was identified as a key post-transcriptional regulator of cellular cholesterol homeostasis and is present in several animal species, including humans. Humans possess two family members called mir-33a and mir-33b, which are located within intron 16 of *Srebf2* and intron 17 of *Srebf1*, respectively. Both mir-33a and mir-33b are co-transcribed with their host genes (*Srebf1/2*) and reciprocally regulate genes involved in cholesterol and fatty acid metabolism [77]–[79]. Probes targeting multiple species of miR-33 were decreased in *Scap^Δ/Δ^* vs. control mice. miR-122 is highly conserved from human to frogs and most abundantly expressed in liver. Blockade of miR-122 expression decreased *Srebf-1c*, *Fasn*, *Hmgcs1*, *Sqle* and *Acaca* expression, resulting in the reduction of plasma cholesterol and triglyceride levels in both rodents and primates [80], [81]. The fact that miR-122 expression correlated with *Srebf1* and other lipid metabolism related genes indicated that these genes are not direct targets of miR-122. The mechanism by which miR122 activates these genes and lipid metabolism is currently unknown. miR122 was induced 2.5 fold in *Scap^Δ/Δ^* vs. control mice, perhaps serving as a compensatory response to modulate SREBP and other lipogenic genes. Other miRNAs involved in regulating lipid homeostasis including miR-29 [82], miR-106 [83], and miR-335 [84] were differentially expressed in *Scap^Δ/Δ^* vs. control mice. Our data suggest that in addition to the transcriptional regulation of lipid homeostasis by SREBPs, miRNAs may play important roles at the posttranscriptional level to influence lipogenic gene expression and maintain lipid homeostasis.

In summary, our previous network model identified the important role of SREBP as a regulatory hub controlling a lung lipid transcriptional network [14]. The present study was designed to further define the dynamic roles of SREBP during perinatal lung development and maturation. SREBP signaling influences genes controlling epithelial development, cell death and cell proliferation at E17.5 and those involved in surfactant physiology, lipid/sterol synthesis, and phospholipid transport at a later gestational age (PN1). Our study supports the concept that SREBP signaling interacts with other signaling pathways important for lung development and maturation, including the Wnt/β-catenin pathway. SREBP regulates perinatal lung lipid homeostasis and lung maturation through multiple mechanisms including its interactions with diverse regulatory partners to regulate target genes and microRNAs that are known to regulate lipid metabolism at the posttranscriptional level.

## Supporting Information

Table S1 Genes differentially expressed in Scap^Δ/Δ^ mice during perinatal lung maturation.
(XLSX) Click here for additional data file.

Table S2 Comparison of genes differentially expressed in Scap^Δ/Δ^ and/or in Insig1/2^Δ/Δ^ mice.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

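Total lung RNA of *ScapΔ/Δ* mice and control littermates at E18.5 and PN1, and of *Insig1/2Δ/Δ* mice and control littermates at E17.5, was measured on Mouse Gene 1.0 ST arrays, 3 per group and 18 in all. The values are log2 signals per probe set as deposited, made by the authors. The methods section states that the data were analyzed in GeneSpring GX, and does not name the summarization and normalization behind the signals. The table is not centred per gene or per array and includes control probe sets, so no further normalization was applied. Arrays have no read depth, and the number of arrays limits the precision. Arrays of *ScapΔ/Δ* mice at E17.5, and the miRNA, lipid and qPCR measurements, are not analysed here.

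Genes were named from the platform's annotation table, for probe sets with 1 symbol, and 0 symbols were changed by an update through the gene identifiers. A named gene is represented by its probe set with the highest mean signal over all 18 arrays, among those that name only that gene. Probe sets at or above the 35th percentile of an array's signal on at least 66% of the arrays of a fit were tested, that is, on 8 of the 12 *Scap* arrays and 4 of the 6 *Insig* arrays. The *Scap* arrays were fitted together in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with a term for each genotype at each age. The contrasts were knockout against control at each age, their mean over both ages, their difference, and PN1 against E18.5 within each genotype. The *Insig* arrays were fitted on their own. All p-values of single probe sets come from limma's moderated test and are adjusted by the Benjamini-Hochberg method over all probe sets tested, with a threshold of 0.05. Counts at the methods' threshold use an adjusted p of at most 0.01 and a fold change of at least 1.5.

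The genes named in the text were taken by a rule fixed with the design, for each of the 3 comparisons. Its parts are *Scap*, *Insig1*, *Insig2*, *Srebf1* and *Srebf2*; the 8 highest and the 8 lowest log2 fold changes among probe sets that name a single gene, pass the threshold and do not overlap between the groups; every gene that the text or Table 5 of the paper names for that comparison; and up to 4 members with the smallest p-values from each gene list described. The genes that the paper names were chosen by the study on these samples, and their values in Table S2 and Table 5 had been seen. Some of these genes had a further probe set of opposite sign, which is given where it applies. Altogether, 42 gene lists were tested with limma's camera at a preset correlation between genes of 0.01, with the correlation estimated from the data, and with limma's fry, and p-values of lists are adjusted over the 42 lists of a comparison. Lists with fewer than 3 measured genes were not tested.

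The alternatives were no filter, a filter at the 50th percentile on every array, quantile normalization, centring each array on its median, the methods' test without moderation of variances, eBayes with trend and robust variance, array weights, all 18 arrays in one fit, only the 6 arrays of an age, 1 probe set per gene, the mean over a gene's probe sets, and leaving out each array in turn. The fits with the matching arrays and with PN1 knockout arrays 17 and 18 left out were added after seeing the data. The pipeline was tested on simulated data, in which 200 probe sets were changed by 1 or 2 on the log2 scale and noise was drawn at each probe set's residual SD. Of the probe sets tested and changed by 1, 78.6%, 72.2% and 73.4% were recovered at E18.5, at PN1 and in the *Insig* comparison, with 3, 6 and 7 false calls. The noise was independent between probe sets and between arrays, so it lacked the shared structure of the real arrays. These shares check the pipeline and do not give its sensitivity on the real arrays. Array weights gave a convergence warning in one fit. For comparisons of array choices, 49 subsets of at least 1 knockout and 1 control array were compared with the paper's tables.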

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

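The tests of a more complete loss of *Scap*, of differences between litters or samples and of swapped labels were chosen only after the result was seen, as were the fits on the matching arrays and with PN1 knockout arrays 17 and 18 left out.

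In 8 of the 42 gene lists the effect of *Scap* loss differed between the ages by limma's camera test of the difference between the PN1 and E18.5 effects. The median difference was −0.56 for the cholesterol synthesis enzymes (16 of 17 genes below 0, adjusted p = 0.0078), and it passed without any single array. Interferon-stimulated genes had −0.62 (21 of 23 below 0, adjusted p = 2.24e-04), and −0.37 with arrays 17 and 18 left out. Genes of the unfolded protein response had −0.52 (16 of 16 below 0, adjusted p = 0.0013), and −0.07 with arrays 17 and 18 left out. The cluster 5 genes that the paper names had −0.50 (20 of 20 below 0, adjusted p = 3.96e-04), and −0.76 without array 16. Oxidative phosphorylation genes had −0.37 (68 of 71 below 0, adjusted p = 2.24e-04), −0.55 without array 16 and −0.23 with quantile normalization. PPAR targets had −0.36 (13 of 14 below 0, adjusted p = 0.0345), with the call lost without array 8 (−0.32), 13 (−0.34) or 17 (−0.26), with quantile normalization (−0.24) and with arrays centred (−0.53), and −0.57 without array 16. RNA splicing genes had 0.29 (19 of 24 above 0, adjusted p = 2.24e-04), 0.45 without array 16, 0.19 without array 18, and 0.12 with arrays centred. Integrin genes had 0.18 (16 of 22 above 0, adjusted p = 0.0204), with the call lost without array 12 (0.14) or 14 (0.10) and with no filter, and 0.01 with arrays centred. The integrin median was 0.28 with quantile normalization and 0.30 on the matching arrays, with the call kept in both. With arrays 17 and 18 left out the calls of the cholesterol, cluster 5, oxidative phosphorylation, PPAR, splicing and integrin lists were lost, with medians of −0.01, −0.01, 0.01, 0.03, −0.01 and 0.07. On the matching arrays the interferon call was lost (−0.69). With an estimated correlation between genes the adjusted p was 0.854 for each of the 8 lists, and with limma's fry it lay between 0.256 and 0.470.

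*Irf1* was above all controls at E18.5 and below all controls at PN1, and its difference between the ages was −0.80 (adjusted p = 0.265 in limma's moderated test), so it did not pass. A second probe set of *Irf1* had −0.02 at E18.5 and 0.27 at PN1, each of the opposite sign. In the test of this difference over all probe sets, limma made 0 calls, with 4181 probe sets at an unadjusted p under 0.05, and the ordinary test without moderation made 0 calls, with 2941. Without array 16 limma called 13219.

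Among genes that the paper does not discuss, *Derl3* rose by 0.81 at E18.5 (SE 0.09, adjusted p = 0.0363) and by 0.49 over both ages (adjusted p = 0.0376). Over both ages *Pm20d1* fell by 0.76 (adjusted p = 0.0299), *Mir7-1* rose by 1.02 (adjusted p = 0.0498) and *Snord85* rose by 0.73 (adjusted p = 0.0193). The calls over both ages were kept without array 10 and without array 16. *Derl3* also passed without array 12, *Pm20d1* without array 17 and *Snord85* without array 8 or 17, and the calls were lost without any other array. With no filter and with quantile normalization the calls of *Derl3*, *Pm20d1* and *Mir7-1* over both ages were lost as well. The filter at the 50th percentile left *Derl3*, *Pm20d1* and *Snord85* untested and kept the call of *Mir7-1*. Those of *Derl3* and *Pm20d1* were lost with arrays centred, those of *Pm20d1* and *Mir7-1* with the methods' test, and those of *Mir7-1* and *Snord85* with arrays 17 and 18 left out. The *Derl3* call at E18.5 was lost without any of arrays 7, 8, 9, 10 and 11. *Pm20d1*, *Mir7-1* and *Snord85* were named after their values were seen, and no explanation was tested for these genes.

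PN1 knockout arrays 17 and 18, with a rank correlation of 0.994 with each other, stand apart from the other 16 arrays. Their signals also spread less, with an SD of 2.08 on each against 2.23 to 2.30 on the others. Quantile normalization, which gives each array the same spread, is among the settings reported. A normalization that only rescales each array would leave ranks as they are, and the highest rank correlation of array 17 or 18 with the other 16, 0.958, lies below the lowest among those 16, 0.973, which argues against it. A raised background, such as genomic DNA, stays open: 1248 probe sets of olfactory, vomeronasal and taste receptor genes lay at a median of 0.14 above the PN1 control mean on array 17 and 0.19 on array 18, between the bounds of 0.1 and 0.3, against −0.04 on array 16 and −0.02 to 0.01 on the controls. A more complete loss of *Scap* would put *Scap* on array 16 above the mean of arrays 17 and 18 by over 2 control SDs, 0.185. The difference was −0.0508, so the predicted loss was not seen. A more complete loss is not excluded, since RNA of whole lung includes cells without the deletion and array 16 is 1 array. With 1 other knockout array at PN1, background and the loss of *Scap* cannot be told apart for arrays 17 and 18.

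At E18.5, 66 of 71 oxidative phosphorylation genes were above the controls in *ScapΔ/Δ* lungs and all 23 Wnt components that the paper names were below them, by group means. The median of the oxidative phosphorylation genes, 0.23, lies outside the central 95% of 10000 random lists matched on genomic span and expression, −0.03 to 0.08. For these genes this argues against gene span as the whole cause. The median of the Wnt components, −0.19, lies outside −0.12 to 0.05. The paper names these components as lower in these mice, so their result decides nothing about gene span. Genes of the random lists were drawn singly, so the ranges do not allow for genes that vary together. A difference between litters or samples unrelated to the genotype stays open: the score of the first list's median minus the second's was 0.754 on knockout array 10, below the controls at 1.01, 1.03 and 1.04, and 1.46 and 1.87 on arrays 11 and 12. Litters are not recorded for these arrays, so such a difference and an effect of the genotype cannot be told apart, and the effect of the genotype stays open as untested.

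In the *Insig* comparison, control array 21 groups with knockout arrays 23 and 24, and knockout array 22 with control arrays 19 and 20. Swapped labels of arrays 21 and 22 are argued against: *Insig1* on array 22 minus the lowest control array was −0.71, and the median of the cholesterol synthesis enzymes was 9.71 on array 22 and 9.37 on array 21. A difference in maturity between the embryos stays open, with a Spearman's rho of 0.115 across genes with the change of the *Scap* controls from E18.5 to PN1, between the bounds of 0.1 and 0.3. That change spans birth, so it bears only weakly on maturity at E17.5. Over all probe sets, arrays 21, 23 and 24 correlated at 0.992 to 0.996 with the *Scap* E18.5 controls, and arrays 19, 20 and 22 at 0.984 to 0.988. This order goes with a difference in maturity, but it was not part of the test and the mouse lines differ. Gene span stays open too, with a rho of −0.239 between the bounds of −0.1 and −0.3. Maturity and gene span cannot be told apart because neither rho reached a bound, and no other biological explanation was tested.

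The counts were repeated on other splits of the same arrays. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split gave 2 calls at E18.5 against at most 0 in another split, 2 at PN1 against at most 8828, and 0 in the *Insig* comparison against at most 3881. At the methods' threshold they were 0 against 0, 1 against 0, and 0 against 640. Gene lists called were 19 against at most 14 at E18.5, 15 against 13 at PN1 and 16 against 23 in the *Insig* comparison. The PN1 split with 8828 calls sets arrays 14, 15 and 16 against 13, 17 and 18, and the *Insig* split with 3881 calls sets 19, 20 and 22 against 21, 23 and 24, which points to a structure of the samples other than genotype. Over both ages, 100 of 200 distinct splits were drawn, and 2 of them, the real one included, gave at least the 11 calls of the real split, a share of 0.02. The other split gave 4730, again a structure of the samples, with arrays 7, 9, 10, 13, 17 and 18 in a group. The share is under 0.05, but a split that mixes the genotypes gave far more calls than the real one. A count of calls on these arrays therefore does not exclude chance. For the difference between the ages the real count was 0 and the highest other 4352, and for probe sets called both at PN1 and in the *Insig* comparison 0 and 1980. With a real count of 0, every split gives at least as many, so these splits test nothing for the 2 results.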

How the results depend on the processing

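The fits on the matching arrays and with PN1 knockout arrays 17 and 18 left out were added after seeing the data. Each comparison holds 3 arrays per group, and signal over background limits genes near the lowest signals of the arrays. Controls were littermates, but the labels do not record which arrays came from the same litter, so no paired analysis was possible. Where a setting leaves 1 array in a group, that array is assumed to vary like the other groups. Unless a cause is named, the cause was not tested. The median log2 fold change of all probe sets was −0.04 at E18.5, −0.06 at PN1 and 0.01 in the *Insig* comparison, and at PN1 it was −0.10 with quantile normalization and −0.19 with arrays centred, so changes at PN1 under these scalings are relative to that shift.

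With all arrays limma called 2 probe sets at E18.5, 2 at PN1, 11 over both ages, 0 for the difference between the ages and 0 in the *Insig* comparison. With no filter the first 3 counts were 1, 18 and 5, and with the filter at the 50th percentile, which tests fewer probe sets, 1, 1 and 7. Quantile normalization gave 1 at E18.5. Arrays centred on their medians gave 0 at E18.5 and 17 over both ages. The methods' test without moderation gave 1 at E18.5 and 1 at PN1. All 18 arrays in one fit gave 5, 2995 and 752. With 1 probe set per gene the counts were 1, 8 and 52. With only the 6 arrays of an age they were 1 at E18.5 and 0 at PN1. Array weights gave 2558, 15526 and 11342, and 14685 for the difference and 8366 in the *Insig* comparison. Those weights differ widely, with 10.0 for array 17 and 0.0489 for array 16. The matching arrays gave 4802, 14736, 10757, 14169 and 4509. With arrays 17 and 18 left out the counts were 21 at E18.5 and 0 at PN1. Leaving out each array gave 0 to 99 at E18.5, 1 to 14010 at PN1, 3 to 10347 over both ages, 0 to 13219 for the difference and 0 to 0 in the *Insig* comparison. The highest of each range but the last is without array 16, and without it the ranges end at 2, 4, 206 (without array 10) and 0. For the counts of 0, limma had 4181 probe sets at an unadjusted p under 0.05 for the difference and 933 in the *Insig* comparison, where chance would give 1140 and 1139, and the methods' test had 0 calls for both.

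At the methods' threshold the counts were 0 at E18.5, 1 at PN1 and 0 in the *Insig* comparison. Array weights gave 7, 6422 and 8, and the matching arrays 295, 6321 and 1037. All 18 arrays in one fit gave 2 at E18.5 and 3 at PN1, and 1 probe set per gene gave 2 at PN1. Quantile normalization, arrays centred, the methods' test, only the 6 arrays of an age, and arrays 17 and 18 left out each gave 0 at PN1. Leaving out each array gave 0 to 2 (2 without array 16, 1 without array 12), 0 to 6194 (6194 without array 16, 2 without array 10 or 12, otherwise 0) and 0 to 0. Probe sets called both at PN1 and in the *Insig* comparison numbered 0 with all arrays, 6035 with array weights and 3329 with the matching arrays, and 0 to 0 when each array was left out. The counts not named were within 1.5 times the count with all arrays, and eBayes with trend and robust variance moved none of them past that.

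The lists called by camera at the preset correlation were 19 at E18.5, 15 at PN1 and 16 in the *Insig* comparison. With an estimated correlation 0 were called in each, and with fry 3, 17 and 4. Leaving out each array gave 15 to 20, 14 to 15 and 11 to 24, with 24 without array 21. Of the 48 probe sets marked in Table S2, the 33 lower at E18.5, 46 lower at PN1 and 45 higher in the *Insig* comparison stayed within 1.5 times these counts in each setting tried.

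With arrays 17 and 18 left out, which leaves knockout array 16 alone at PN1, these log2 fold changes at PN1 reversed: *Apc* −0.25, *Cdo1* 0.14, *Dgat1* 0.15, *Fzd4* −0.15, *Gsk3b* −0.19, *Hes1* 0.10, *Ifit3* 0.0087, *Insig2* 0.0061, *Myc* 0.13, *Ncoa1* −0.16, *Ncoa2* −0.16, *Ncoa3* −0.13, *Pld4* 0.12, *Pparg* 0.0474, *Psmb8* 0.17 and *Wnt5a* 0.0391. The change of *Stx12* with age in knockouts turned to 0.0393. The median changes with age in knockouts turned to 0.0994 for the cluster 5 genes and 0.18 for the cluster 7 lung genes. The triacylglycerol list at PN1 turned as well, with a median of 0.0204. The matching arrays reversed *Fasn* (−0.33) and *Myc* (−0.10) in the *Insig* comparison and *Msmo1* at E18.5 (0.0347). Quantile normalization reversed *Fasn* (−0.0159) and *Scap* (0.0084) in the *Insig* comparison and *Nr3c1* at PN1 (0.0762). Arrays centred reversed *Gsk3b* (−0.13) and *Ncoa3* (−0.0735) at PN1.

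Leaving out each array gave ranges that cross 0 for these results. In the *Insig* comparison they were −0.0110 to 0.32 for the skeletal muscle list (lowest without array 24), −0.26 to 0.24 for *Fasn* (below 0 without array 21 or 22), −0.0314 to 0.12 for *Myc* (below 0 without array 21 or 22) and −0.0449 to 0.0568 for *Scap* (above 0 without array 19 or 24). At E18.5 they were −0.20 to 0.0347 for *Msmo1* (highest without array 10) and −0.18 to 0.0093 for *Ncoa3* (highest without array 12). At PN1 they were −0.11 to 0.11 for *Gsk3b* (below 0 without array 14, 17 or 18), −0.0237 to 0.16 for *Ncoa3* (below 0 without array 14 or 18), −0.12 to 0.0461 for *Nr3c1* and −0.21 to 0.0022 for *Smad3* (both above 0 without array 13).

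Of the results for called lists under the alternatives chosen with the design, 624 kept their direction and call, 129 kept their direction and lost their call, and 1 reversed. For named genes 1587 kept both, 60 lost their call, 123 gained a call in the same direction and 20 reversed. Under the settings added later, 65 lists kept both, 18 lost their call and 1 reversed, and 111 genes kept both, 8 lost their call, 129 gained a call and 20 reversed. The changes of lists with age are not among these counts.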

Differences from the paper's values

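The tests on the matching arrays were chosen only after the result was seen, and the other settings were set before the data were examined.

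The paper's 184 genes higher and 1079 lower in *ScapΔ/Δ* mice compare with 3 probe sets higher and 8 lower over both ages here. The paper states no threshold of its own for this count and includes E17.5, not analysed here, while the values here are probe sets at an adjusted p under 0.05 in limma over E18.5 and PN1. Among the alternatives set before the data were examined, the count of higher probe sets no longer differs by more than 1.5 times only without E18.5 knockout array 10, at 154. It differs with no filter (1), the 50th percentile filter (1), quantile normalization (2), arrays centred (8), the methods' test (4), trend and robust variance (4), array weights (3952), all 18 arrays (311) and 1 probe set per gene (19), and without any other array (0 to 2, and 3622 without array 16). The count of lower probe sets differs in every one of them: 4, 6, 8, 9, 10, 10, 7390, 441 and 33 in the same order, 52 without array 10, 6725 without array 16 and 3 to 6 without another. The matching arrays, chosen after seeing the values, gave 3798 higher and 6959 lower, which differ as well.

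For *Polr2k* at E18.5 the paper's ratio in Table 5 is 1.84, and 1.07 here, on the same scale. It differs in every alternative set before the data were examined, with values between 1.01 and 1.14, and on the matching arrays at 1.14. For *Cdk7* at PN1 the paper's ratio is 0.58 and the value here 0.894. Of the alternatives set before the data were examined, arrays centred (0.815), without control array 13 (0.825) and without knockout array 16 (0.775) no longer differ, while quantile normalization (0.940), all 18 arrays (0.894) and leaving out array 14 (0.938), 15 (0.922), 17 (0.965) or 18 (0.955) do. A second probe set of *Cdk7* had a log2 fold change of −0.56 with all arrays and fell by 0.82 on the matching arrays (adjusted p = 1.01e-04), chosen after seeing the values, which is close to the paper's value. The legend of Fig. 1 names both microarrays and qPCR and a normalization to 18S, so its values may not be on the scale of the arrays. The level of *Scap* in PN1 knockouts relative to controls is the paper's about 0.49 in Fig. 1, read by eye, and 0.817 here. It differs in every alternative set before the data were examined: quantile normalization 0.877, arrays centred 0.745, all 18 arrays 0.817, and 0.788 to 0.834 when each array is left out. On the matching arrays it was 0.827. Of the other values compared, 0 of 15 log2 fold changes of named targets in Table S2 differ by the rule used here. Of the ratios of Table 5, 1 of 29 differs at each age, the ones above. The 0 of 15 does not mean equal values. Over the 48 probe sets marked in Table S2, the largest difference with all arrays was 0.52 at PN1. It was 0.83 in the *Insig* comparison and 0.23 at E18.5. Their median log2 fold change was −0.575 against the table's −0.827 at PN1, and 0.337 against 0.458 in the *Insig* comparison. At E18.5 it was −0.1425 against −0.1250.

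The direction differed from Table 5 for 4 ratios that did not differ by the rule above. *Cdk7* at E18.5 is listed as lower in the table and had a log2 fold change of 0.32 here, with −0.01 for its second probe set. At PN1 *Foxo3* is listed as lower, and *Map3k1* and *Smarca2* as higher, and the ratios here were 1.04, 0.961 and 0.944. On the matching arrays, chosen after seeing the values, *Map3k1* has the direction of the table at 1.02, while *Foxo3* (1.11), *Smarca2* (0.972) and *Cdk7* at E18.5 (1.34) do not. The second probe set of *Cdk7* had −0.17 on the log2 scale at E18.5 on the same arrays, which has the direction of the table and is close to its value.

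The paper describes *Nr3c1*, *Ncoa1*, *Ncoa2*, *Ncoa3*, *Tgfb1*, *Tgfb2* and *Smad3* as significantly lower before birth. All 7 were below the controls at E18.5 here, with log2 fold changes of −0.07 to −0.29, and 0 of the 7 passed limma's test or the ordinary test, with 1 at an unadjusted p under 0.05 in each and limma's adjusted p between 0.511 and 0.870. The matching arrays, chosen after seeing the values, call *Tgfb2* (−0.38) and leave the other 6 uncalled. At E17.5 they are not analysed here.

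It describes *Ptgs2* as significantly higher in perinatal lungs. Here it was 0.91 above the controls at E18.5 (adjusted p = 0.511) and −0.83 at PN1 (adjusted p = 0.0914), and it is called higher at E18.5 on the matching arrays, chosen after seeing the values (0.82, adjusted p = 0.0228). The paper gives *Pcyt1a*, *Pld4*, *Lpcat1* and *Lpcat3* as significantly lower. They were below the controls at PN1 with an adjusted p between 0.0764 and 0.108. All 4 passed at PN1 without array 16, as did 14010 probe sets in all. Over both ages *Lpcat1* passed with all arrays (−0.51), a call lost with no filter, with arrays centred, with the methods' test and without any array other than 10 and 16. *Pld4* was above the controls at E18.5 (0.13).

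The paper describes the cluster 5 genes as rising before birth in controls. From E18.5 to PN1 their median change in controls was 0.11 and did not pass (adjusted p = 0.762), and the step from E17.5 is not analysed here. For the signals of ephrins and integrins, which the paper lists as affected at PN1, the medians of 17 and 22 genes were −0.15 (adjusted p = 0.30) and −0.04 (adjusted p = 0.608), by a test of lists that is not the paper's.

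The paper presents many known SREBP targets as lower in *ScapΔ/Δ* mice or higher in *Insig1/2Δ/Δ* mice, or both. With all arrays 46 of the 48 probe sets marked in Table S2 were lower at PN1 and 45 higher in the *Insig* comparison, 43 in both directions. In limma's test over all probe sets 0 of them passed in either comparison, with 38 lower at PN1 and 20 higher in the *Insig* comparison at an unadjusted p under 0.05. The ordinary test also passed 0, with 38 and 17. When adjusted over these 48 alone, limma passed 38 as lower at PN1 and 17 as higher in the *Insig* comparison. The matching arrays, chosen after seeing the values, call 43 of the 48 lower and 1 higher at PN1, and 35 higher and 0 lower in the *Insig* comparison, where limma with all arrays called 0. Without array 16 alone, a setting from the design, *Hmgcs1*, *Sqle* and *Lss* pass at PN1, as do 14010 probe sets in all.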

Other observations

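All tests reported here were chosen with the design except those on the matching arrays and with PN1 knockout arrays 17 and 18 left out, which were chosen only after the result was seen. The values below are given without an explanation.

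*Agr2*, a gene of airway secretory cells, averaged 10.75 ± 0.38 (SD, n = 3) in E18.5 *ScapΔ/Δ* lungs and 8.47 ± 0.32 (SD, n = 3) in controls, a log2 fold change of 2.29 (SE 0.51, adjusted p = 0.511). At PN1 its log2 fold change was 1.89 (SE 0.51, adjusted p = 0.0901), and 2.09 over both ages (adjusted p = 0.0682). It passed at PN1 without array 14 and without array 16, where 14010 probe sets passed in all. Of 14 markers of airway secretory and ciliated cells, 12 were above the controls at E18.5, with a median of 0.15 (adjusted p = 0.0199; adjusted p = 0.606 with an estimated correlation), a call lost without array 9 (0.08) or 11 (0.13). At PN1 the median was −0.12 (adjusted p = 0.626).

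Oxidative phosphorylation genes at E18.5 had a median log2 fold change of 0.23 (adjusted p = 2.47e-12; adjusted p = 0.606 with an estimated correlation), and *Ndufb8* averaged 10.51 ± 0.34 (SD, n = 3) against 9.91 ± 0.06 (SD, n = 3), a log2 fold change of 0.60 (SE 0.20, adjusted p = 0.511). At PN1, 58 of the 71 genes were below the controls, with a median of −0.14 (adjusted p = 0.997). Of the 71 genes, 64 were above the controls in *Insig1/2Δ/Δ* lungs, with a median of 0.12 (adjusted p = 9.43e-07; adjusted p = 0.809 with an estimated correlation), 0.19 without array 22 and 0.06 without array 24. Across genes, log2 fold changes in that comparison had a Spearman's rho of −0.42 with genomic span, and these genes have a median span of 7.5 kb. Span-matched lists were run at E18.5 only, so gene span is not tested for this result.

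Cell cycle genes in *Insig1/2Δ/Δ* lungs were below the controls in 22 of 23 cases, with a median of −0.17 (adjusted p = 0.0015; adjusted p = 0.809 with an estimated correlation). The call was lost without array 19 (−0.06) or 23 (−0.03), and the median was −0.33 without array 21 and −0.27 without array 22. *Mki67* averaged 10.49 ± 0.84 (SD, n = 3) against 11.21 ± 0.43 (SD, n = 3), a log2 fold change of −0.72 (SE 0.43, adjusted p = 0.758), and fell by 1.45 on the matching arrays (adjusted p = 0.0011), which leave out arrays 21 and 22. Knockout array 22, at 11.46, lay level with control arrays 19 and 20, at 11.53 and 11.39, and control array 21 was at 10.72, so *Mki67* follows the grouping of these arrays and not the genotype alone. The Wnt components that the paper names had a median of −0.18 in these lungs (22 of 23 below, adjusted p = 2.82e-06), −0.08 without array 24. Their median signal was 10.36 on knockout array 22, above control array 21 at 10.33, and 9.91 and 9.71 on knockout arrays 23 and 24. Control arrays 19 and 20 were at 10.48 and 10.50. These components have a median genomic span of 66.9 kb, and span-matched lists were not run in this comparison. The glucocorticoid receptor genes of Table 5 had −0.17 (25 of 29 below, adjusted p = 4.36e-06), −0.27 without array 22 and −0.09 without array 24. Integrin genes had −0.20 (19 of 22 below, adjusted p = 2.56e-04), −0.07 without array 24. With an estimated correlation the adjusted p was 0.614, 0.614 and 0.569 for these 3 lists.

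In E18.5 *ScapΔ/Δ* lungs integrin genes had a median of −0.19 (18 of 22 below, adjusted p = 0.0017; adjusted p = 0.606 with an estimated correlation), with *Itgb6* at −0.41 (SE 0.09, adjusted p = 0.511). Endothelial markers had −0.15 (13 of 14 below, adjusted p = 0.0275; adjusted p = 0.606 with an estimated correlation), a call lost without array 11. Macrophage markers at PN1 were below the controls for 11 of 13 genes, with a median of −0.36, and did not pass (adjusted p = 0.256).

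On array 21, a control of the *Insig* comparison, 9 markers of cardiac muscle had a median signal of 11.88, against 9.28 to 9.90 on the other 5 arrays. The medians of the surfactant and type II cell genes were 12.13, 12.10 and 12.00 on arrays 21, 23 and 24, and 11.52, 11.18 and 11.70 on arrays 19, 20 and 22. Across genes, the log2 fold change had a Spearman's rho with genomic span of −0.09 at E18.5, 0.08 at PN1 and −0.42 in the *Insig* comparison, where genes are not independent replicates.

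Groups did not overlap for 35.5% of probe sets at E18.5, 16.6% at PN1 and 10.0% in the *Insig* comparison, where chance gives 10%. For Wnt genes that the paper measured by qPCR, the arrays at PN1 gave log2 fold changes of 0.33 for *Apc* (SE 0.25, adjusted p = 0.351), −0.28 for *Fzd1* (SE 0.11, adjusted p = 0.120), −0.44 for *Fzd2* (SE 0.14, adjusted p = 0.0926), 0.23 for *Fzd4* (SE 0.18, adjusted p = 0.372), 0.01 for *Gsk3b* (SE 0.13, adjusted p = 0.978) and −0.12 for *Ctnnb1* (adjusted p = 0.338). *Apc* was at 0.62 without array 16, 0.17 without array 14, 0.16 without array 17 and 0.21 without array 18, *Fzd4* at 0.41 without array 16, 0.35 without array 13, 0.07 without array 14 and 0.09 without array 18, and *Gsk3b* at −0.11 without array 14, −0.06 without array 17 and −0.02 without array 18. With array 16 alone *Apc* was at −0.25, *Fzd4* at −0.15 and *Gsk3b* at −0.19. By qPCR the paper reports *Apc*, *Fzd1*, *Fzd2*, *Fzd4* and *Gsk3b* as slightly higher in knockouts at PN1. *Fzd1* and *Fzd2* had the opposite direction on the arrays, and neither passed.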
